# Cardiomyocyte-Restricted Expression of IL11 Causes Cardiac Fibrosis, Inflammation, and Dysfunction

**DOI:** 10.3390/ijms241612989

**Published:** 2023-08-20

**Authors:** Mark Sweeney, Katie O’Fee, Chelsie Villanueva-Hayes, Ekhlas Rahman, Michael Lee, Konstantinos Vanezis, Ivan Andrew, Wei-Wen Lim, Anissa Widjaja, Paul J. R. Barton, Stuart A. Cook

**Keywords:** Interleukin-11, fibrosis, EndMT, heart failure

## Abstract

Cardiac fibrosis is a common pathological process in heart disease, representing a therapeutic target. Transforming growth factor β (TGFβ) is the canonical driver of cardiac fibrosis and was recently shown to be dependent on interleukin 11 (IL11) for its profibrotic effects in fibroblasts. In the opposite direction, recombinant human IL11 has been reported as anti-fibrotic and anti-inflammatory in the mouse heart. In this study, we determined the effects of IL11 expression in cardiomyocytes on cardiac pathobiology and function. We used the Cre-loxP system to generate a tamoxifen-inducible mouse with cardiomyocyte-restricted murine *Il11* expression. Using protein assays, bulk RNA-sequencing, and in vivo imaging, we analyzed the effects of IL11 on myocardial fibrosis, inflammation, and cardiac function, challenging previous reports suggesting the cardioprotective potential of IL11. TGFβ stimulation of cardiomyocytes caused *Il11* upregulation. Compared to wild-type controls, *Il11*-expressing hearts demonstrated severe cardiac fibrosis and inflammation that was associated with the upregulation of cytokines, chemokines, complement factors, and increased inflammatory cells. IL11 expression also activated a program of endothelial-to-mesenchymal transition and resulted in left ventricular dysfunction. Our data define species-matched IL11 as strongly profibrotic and proinflammatory when secreted from cardiomyocytes and further establish IL11 as a disease factor.

## 1. Introduction

Interleukin 11 (IL11) is a little-studied and poorly understood member of the interleukin 6 family of cytokines. Initial reports on the role of IL11 in the myocardium described cardioprotective, anti-fibrotic, and anti-inflammatory effects of recombinant human IL11 (rhIL11) in the setting of myocardial ischemia in mice [1]. Similarly, studies in other organ systems have shown the anti-inflammatory effects of rhIL11 in other mouse models of disease [2]. However, a major limitation of these early studies was the systematic use of non-species-matched rhIL11 in mice, and it was subsequently shown that rhIL11 has unexpected effects in mice [3]. More recently, a range of loss- and (species-matched) gain-of-function studies have shown a profibrotic [4,5,6,7] and proinflammatory effect of IL11 in various contexts [8,9,10].

IL11 is not easily detected in healthy tissues but is expressed in parenchymal, mesenchymal, and epithelial cells as an alarmin-like response following exposure to a range of cell stressors such as viral, toxin, bacterial, inflammatory, mechanical, oxidative, and genetic factors [11]. In particular, transforming growth factor β (TGFβ) strongly upregulates IL11 in human and mouse cardiac fibroblasts [5]. IL11 expression is increased in mouse models of cardiac disease including transverse aortic constriction, angiotensin II infusion [12], and ischemia [1]. In human and non-human primate studies, exogenous IL11 causes heart failure symptoms, myocardial hypertrophy, and elevation of serum B-natriuretic peptide levels. [13,14] Serum levels of IL-11 are associated with heart failure symptoms, atrial fibrosis, and atrial fibrillation in humans [15,16].

To date, the effects of IL11 in the heart have focused on its role in fibroblasts using organismal-level loss- and gain-of-function studies [5], and the effect of IL11 secretion from cardiomyocytes is not known. Equally, the true activity of IL11 in cardiac inflammation remains poorly characterized and controversial [1,5,17]. In this study, we established a new transgenic mouse model with temporally regulated and cardiomyocyte-specific *Il11* expression to understand the effects of IL11 secretion from non-mesenchymal cells in the adult heart.

## 2. Results

### 2.1. IL11 Is Expressed by Cardiomyocytes

TGFβ plays an important role in cardiac pathology following MI and is known to stimulate IL11 secretion from fibroblasts and epithelial cells [5,18]. We therefore tested if cardiomyocytes upregulate *Il11* in response to TGFβ stimulation using primary adult mouse cardiomyocytes. Compared to untreated cells, TGFβ stimulation (5 ng/mL, 24 h) induced a seven-fold increase in the expression of *Il11* (Figure 1a,b). To determine the effects of IL11 secretion by cardiomyocytes in adults in vivo, we generated a transgenic mouse model (CM-Il11-Tg). The Cre-loxP system, using the *Rosa26-Il11* transgenic mouse, was used as previously described [5,19]. This mouse was crossed with an α-MHC-MerCreMer (MCM) mouse [20] (Figure 1c–e) to create cardiomyocyte-specific expression of *Il11* in response to tamoxifen administration, subsequently referred to as CM-Il11-Tg (Figure S1a–g).

### 2.2. IL11 Secreted by Cardiomyocytes Has Paracrine Profibrotic Effects

Following tamoxifen administration, *Il11* was upregulated in the hearts of CM-Il11-Tg mice (Figure 2a and Figure S1a–c). QPCR analysis of myocardial extracts six weeks after tamoxifen administration showed large upregulation of profibrotic (*Col1a1*, *Col3a1*, *Fn1*, and *Postn*) and extracellular matrix remodeling (*Mmp2*, *Mmp9*, *Mmp14*, and *Timp1*) genes (Figure 2b,c). Masson’s trichrome staining of histological sections revealed a large increase in interstitial, epicardial, and, most notably, perivascular fibrosis (Figure 2d–f). These data suggest that the paracrine activity of *Il11* from cardiomyocytes on fibroblasts that causes cardiac fibrosis is notably different to the effects of cardiomyocyte-restricted TGFβ expression, which does not cause fibrosis of the ventricles [21].

### 2.3. Proinflammatory Effects of IL11 in the Heart

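PolyA RNA from the hearts of 40 mice was sequenced as 1 library per mouse. The authors aligned the reads to GRCm39 with STAR, counted them on genes with featureCounts and deposited values in CPM (counts scaled to the size of each library), 1 table for each sex. The values in the tables are read counts divided by a factor for each library, and 100% of them lie within 0.001 of a whole read once that factor is taken out. Each table holds 5 groups: control hearts, which the paper's methods describe as littermates with the α-MHC-MerCreMer transgene and without *Rosa26-Il11*, CM-Il11-Tg hearts 1, 3 and 6 weeks after tamoxifen, and CM-Il11-Tg hearts without tamoxifen (uninduced). Of the 40 libraries, 38 were placed in a group by labels that all give the same one. For 2 male libraries the labels contradict each other, with the control group named in one place and the 6-week group in another, and both were left out. Male controls and male CM-Il11-Tg hearts at 6 weeks therefore have 3 libraries each, and the other groups have 4. The reads on listed genes ran from 16663513 to 65333832 per male library and from 19147947 to 30929192 per female library. In males the median was 31845466 for controls, 24489783 at 1 week, 27335207 at 3 weeks and 37345941 at 6 weeks. In females it was 24126430, 23491521, 24799183 and 25102724 in the same order. Because the tables were scaled separately, every test was made within 1 sex.

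*Il11* (ENSMUSG00000004371) lies on chromosome 7 of GRCm39 from 4775372 to 4785858. Reads on it come from the endogenous gene and from the transgene alike. In male hearts it was at 0.0867 ± 0.0769 CPM in controls (SD, n = 3), 462 ± 168 at 1 week (SD, n = 4), 421 ± 80.7 at 3 weeks (SD, n = 4) and 570 ± 219 at 6 weeks (SD, n = 3). The log2 fold change against control was 9.57 at 1 week (standard error 0.23, adjusted p = 4.3e-16 from limma) and 9.87 at 6 weeks (standard error 0.25, adjusted p = 8.58e-16). Both were taken on log2(CPM + 0.5), and 0.5 is well above the mean of the male controls. These male values therefore understate the rise and cannot be set against the female limits below. In female hearts it was at 0.0886 ± 0.0799 in controls, 484 ± 89 at 1 week, 494 ± 39.9 at 3 weeks and 463 ± 110 at 6 weeks (SD, n = 4 each). The female controls held no more than 3 reads each on *Il11*, so the rise is given as a limit: at least 2910-fold higher at 1 week, 2970-fold at 3 weeks and 2780-fold at 6 weeks. In an exact permutation test, two-sided, each comparison reached the smallest p its groups allow, which was 0.1 for the 3 against 3 male libraries at 6 weeks and 0.029 for the others. Placing the 2 male libraries by their titles and tags moved the male value at 6 weeks most, to 5.19 (standard error 1.85). Placed by their descriptions, it was 9.62 (standard error 0.24). The library titled as a control held *Il11* at the level of the induced hearts, which argues against the titles and tags. Among the settings that kept the groups as they are, DESeq2 on recovered reads moved the male value at 6 weeks most, to 12.44.

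**Figure D1:**
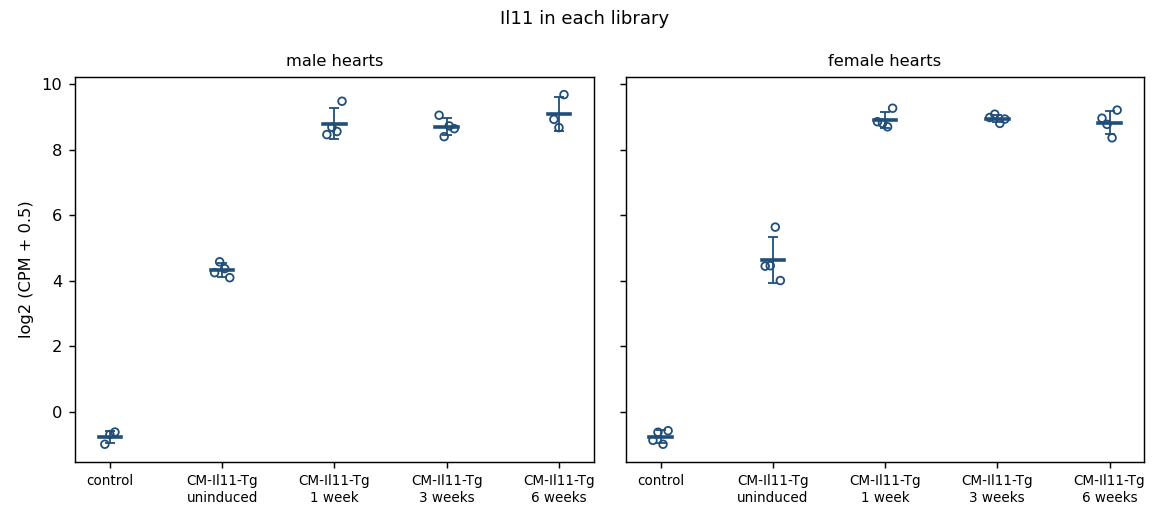
*Il11* in each library on a log2 scale of CPM plus 0.5, by group and sex. Points are libraries, bars are means and error bars are SDs. Every induced library lies above every control library, and the uninduced libraries lie between them.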

RNASeq of left ventricular tissue from male and female mice was performed at 1, 3, and 6 weeks following induction of *Il11* expression and compared to control animals (n = 4 per time point per sex). Gene ontology term analysis of CM-Il11-Tg revealed that the top 20 most differentially regulated gene ontology biological processes (GOBP) terms were related to inflammation, immune response, and leukocyte activation (Figure 3a,b). These changes were consistent across time points and reproducible in both male and female mice (Figures S2 and S3). 

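Expression was compared between CM-Il11-Tg and control hearts with limma on log2(CPM + 0.5), with all groups of 1 sex in 1 fit. The test covered 16931 genes in males and 16956 in females, those with a value of at least 0.5 in at least 3 libraries. Genes with an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the lines drawn in Figure 3b, were counted as differentially expressed. In male hearts these were 1366 genes at 1 week, 1142 at 3 weeks and 1439 at 6 weeks. In female hearts they were 1246, 1364 and 1986 genes. Most were higher in CM-Il11-Tg hearts: 1181 of the 1439 male genes and 1334 of the 1986 female genes at 6 weeks. With the 2 male libraries placed by their titles and tags, the male count at 6 weeks was 0, with 3003 genes at an unadjusted p under 0.05. That placement probably mixes the control and 6-week groups, since the *Il11* values of the 2 libraries argue against those labels. It is not an equal alternative. Placed by their descriptions instead, 1116 male genes were higher and 256 lower at 6 weeks. Among the settings that kept the groups as they are, leaving out the minimum fold change moved the count most, to 4580 genes in males (2742 higher and 1838 lower) and 7245 in females (3678 higher and 3567 lower), a nearly even split in females.

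Of the immune genes labelled in Figure 3b, *Hp* (haptoglobin, ENSMUSG00000031722, chromosome 8 from 110301759 to 110305804) had a log2 fold change at 6 weeks of 7.83 in males (standard error 0.32, adjusted p = 1.45e-12) and 7.18 in females (standard error 0.29, adjusted p = 1.96e-13). *Ccl8* rose by 5.77 in males (standard error 0.38) and 5.54 in females (standard error 0.29). *Cfi* rose by 5.94 in males (standard error 0.37) and *C6* by 3.97 (standard error 0.35). For the other labelled genes the control libraries held no more than 3 reads each, so only limits can be given. In males *Cxcl13* (ENSMUSG00000023078, chromosome 5 from 96104810 to 96108927) was at least 407-fold higher, *Tnfsf11* at least 81.8-fold, *Reg3a* at least 49.7-fold, *Tnfsf8* at least 30.9-fold, *Il6* at least 10.4-fold and *Reg3b* at least 9.41-fold. In females *Cfi* was at least 328-fold higher, *Cxcl13* at least 279-fold, *Tnfsf11* at least 81.8-fold, *Tnfsf8* at least 68.2-fold, *Reg3a* at least 54-fold, *C6* at least 42.6-fold, *Reg3b* at least 20.4-fold and *Il6* at least 5.89-fold. The male *Il6* call depends on single libraries and on the settings. Its fitted log2 fold change was 1.48 with all 3 libraries (adjusted p = 0.032), 0.93 without replicate 1 of the 6-week group (adjusted p = 0.176) and 1.47 without replicate 3 (adjusted p = 0.0613). The adjusted p was 0.0533 with only the 2 groups in the fit, 0.108 with a pseudocount of 2 and 0.0598 with the gene length correction. The fitted change of *Reg3b* in males, too, did not pass without replicate 1 (0.94, adjusted p = 0.148) or 3 (1.66, adjusted p = 0.0739) of every group. *Reg3a* and *Reg3b* are close relatives, and the authors' counting could have split reads between them. Among the differentially expressed genes whose groups do not overlap, the largest fitted rise after that of *Il11* was that of *Serpina3n*, by 8.78 in males and 9.45 in females, and the largest fall was that of the myosin light chain kinase gene *Mylk4* (ENSMUSG00000044951), by a log2 fold change of -4.19 in males and -4.19 in females. *Mylk4* went from 191 ± 32.4 (SD, n = 3) to 10.6 ± 4.73 CPM (SD, n = 3) in males and from 213 ± 41.6 to 11.5 ± 3.74 in females (SD, n = 4 each).

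The gene ontology sets were not used here. In their place, 6 Reactome sets chosen for the processes the paper names were tested with camera, at a preset correlation between genes of 0.01, as a family of 48 tests. The Reactome set for the immune system moved up at 6 weeks in both sexes (adjusted p = 0.00212 over 749 genes in males and 2.97e-06 over 752 genes in females), with a median log2 fold change of 0.12 in males and 0.15 in females. Of its genes, 207 were higher and 72 lower at an adjusted p under 0.05 in males, and 295 were higher and 99 lower in females. All 6 sets passed at each week in both sexes, and all 6 also passed with the rotation test fry. With the correlation estimated from the data, 2, 4 and 2 of the 6 passed in males at 1, 3 and 6 weeks, and 5, 4 and 5 in females. At 6 weeks the immune system set then passed in females only. From the terms enriched among the differentially expressed genes, the paper states that the top gene ontology terms concern inflammation, immune response and leukocyte activation.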

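Across the 16931 genes tested in males, the log2 fold changes against control at 1 and 3 weeks had a Pearson correlation of 0.909, those at 1 and 6 weeks 0.899 and those at 3 and 6 weeks 0.94. In females, across 16956 genes, the values were 0.928, 0.938 and 0.922. These are correlations across genes, which are not independent replicates. The weeks also share their control libraries, which raises the correlation by itself. In 100 simulations of unchanged groups set against the same controls, the mean correlation was 0.571, 0.533 and 0.534 for the male pairs of weeks and 0.502, 0.501 and 0.501 for the female pairs. In males 930 genes were differentially expressed at both 1 and 3 weeks, 1017 at both 1 and 6 weeks and 1038 at both 3 and 6 weeks, all in the same direction. In females the numbers were 1009, 1134 and 1204, again all in the same direction.

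Between the sexes, whose libraries are separate, the correlation across 16627 genes was 0.825 at 1 week, 0.907 at 3 weeks and 0.83 at 6 weeks. The genes differentially expressed in both sexes numbered 851 at 1 week, 922 at 3 weeks and 1093 at 6 weeks, and 851, 922 and 1092 of them moved in the same direction. Of the settings tried, leaving out replicate 1 of every group moved the correlation between the sexes at 6 weeks most, to 0.721. Whether any gene's change differed between the sexes was not tested. Separate scaling of the sexes does not by itself rule out such a test.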

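The MSigDB Hallmark sets were not used here, and the related Reactome sets were tested with camera in the family described for the ontology terms. The Reactome set for interferon gamma signaling moved up at 6 weeks in males (adjusted p = 1.8e-05, 77 genes, median log2 fold change 0.36) and in females (adjusted p = 7.55e-08, 78 genes, median 0.46). At an adjusted p under 0.05, 28 of its genes were higher and 6 lower in males, and 43 were higher and 8 lower in females. The set for cytokine signaling in the immune system moved less: adjusted p = 0.00952 over 209 genes in males and 5.94e-05 over 210 genes in females, with a median log2 fold change of 0.12 and 0.14. A list of 12 feedback and acute phase genes induced through STAT3, among them *Socs3* (ENSMUSG00000053113) and *Serpina3n* (ENSMUSG00000021091), was tested in a family of 128 tests of such lists. Its median log2 fold change at 6 weeks was 2.37 over the 11 genes tested in males (adjusted p = 5.86e-11) and 2.61 over 12 genes in females (adjusted p = 4.91e-08). With the genes whose control libraries held no more than 3 reads taken at their limit, the medians were 3.95 and 3.03. In each sex 9 genes were higher at an adjusted p under 0.05. With the correlation between genes estimated from the data, the STAT3 list still passed in both sexes (adjusted p = 0.0238 and 0.0306). Interferon gamma signaling then passed in females only (adjusted p = 0.181 in males and 0.0118 in females), as did cytokine signaling (0.195 and 0.035).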

Hallmark gene set enrichment analysis (GSEA) also highlighted multiple inflammatory terms in significantly enriched gene sets, including IL6 JAK-STAT3 signaling, inflammatory response, interferon-gamma response, TNFα signalling via NF-𝜅B, and complement activation (Figure 3d and Figure S4).

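The weeks after tamoxifen were compared with one another in the same limma fit. In male hearts 2 genes differed between 3 and 1 weeks, 26 between 6 and 1 weeks (21 higher and 5 lower at 6 weeks) and 0 between 6 and 3 weeks, where 1072 genes had an unadjusted p under 0.05. In female hearts 28 genes differed between 3 and 1 weeks (23 higher and 5 lower at 3 weeks), 83 between 6 and 1 weeks (74 higher and 9 lower at 6 weeks) and 0 between 6 and 3 weeks, where 2572 genes had an unadjusted p under 0.05. Of all 35 ways to split the same libraries in groups of these sizes, 4 gave as many genes as the real one for 3 against 1 weeks in males, and 2 did for 6 against 1 weeks in each sex. For 3 against 1 weeks in females, the real split alone gave as many. The counts between weeks varied across fits that each left out 1 replicate number from every group. For 6 against 1 weeks they ran from 4 genes (without replicate 3) to 18 in males and from 53 (without replicate 4) to 97 in females. Such fits hold fewer libraries, so a lower count can be lost power and need not rest on a single library.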

Hierarchical clustering of differentially expressed genes from the most enriched GOBP term “immune system process” (GO:0002376) demonstrates that the clusters of gene expression vary across the individual time points. In particular, the genes associated with major histocompatibility complexes are significantly upregulated at 3 and 6 weeks compared to week 1 (*H2-Ab1, H2-DMb1, H2-Eb1*), which is suggestive of infiltration and activation of phagocytic antigen-presenting cells into the myocardium. 

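*H2-Ab1* (ENSMUSG00000073421), *H2-DMb1* (ENSMUSG00000079547) and *H2-Eb1* (ENSMUSG00000060586) encode chains of MHC class II molecules and lie close together on chromosome 17 of GRCm39, from 34476663 to 34488393, from 34372046 to 34379204 and from 34504236 to 34535648. In male hearts *H2-Ab1* was at 86.4 ± 17 CPM at 1 week (SD, n = 4), 186 ± 92.5 at 3 weeks (SD, n = 4) and 225 ± 51 at 6 weeks (SD, n = 3). Its log2 fold change was 1.01 between 3 and 1 weeks (standard error 0.25, adjusted p = 0.114) and 1.37 between 6 and 1 weeks (standard error 0.27, adjusted p = 0.0391). In female hearts it was at 80.3 ± 27.8, 198 ± 29.3 and 303 ± 32.1 (SD, n = 4 each), a log2 fold change of 1.35 (standard error 0.24, adjusted p = 0.0115) and 1.97 (standard error 0.24, adjusted p = 0.000104). *H2-DMb1* went from 6.73 ± 1.16 at 1 week to 13.5 ± 4.94 at 3 weeks and 16.3 ± 0.296 at 6 weeks in males, and from 7.64 ± 1.82 to 15.8 ± 2.91 and 22.1 ± 2.79 in females. *H2-Eb1* went from 113 ± 22.6 to 224 ± 109 and 313 ± 15.8 in males, and from 98.5 ± 31.2 to 260 ± 43.2 and 382 ± 27.2 in females (SD, numbers of libraries as for *H2-Ab1*). For these 2 genes the adjusted p was 0.114 and 0.126 between 3 and 1 weeks and 0.019 and 0.019 between 6 and 1 weeks in males, and no higher than 0.0121 for either step in females. Over all genes tested, 0 of the 3 genes therefore passed between 3 and 1 weeks in males, where all 3 had an unadjusted p under 0.05, and all 3 passed in the other comparisons. Adjusted over the list alone, all 3 passed in every comparison. The paper's heatmap with these genes is of male libraries, so in males that count is not independent evidence. Some of these calls were lost in fits that each left out 1 replicate number from every group. Over all genes, between 0 (without replicate 3 or 4) and 2 of the 3 then passed for 6 against 1 weeks in males. For 3 against 1 weeks in females, between 0 (without replicate 1 or 3) and 3 passed. Such fits hold fewer libraries and cannot tell the weight of a single library from lost power. All 3 had an unadjusted p under 0.05 in the fits where 0 passed.

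**Figure D2:**
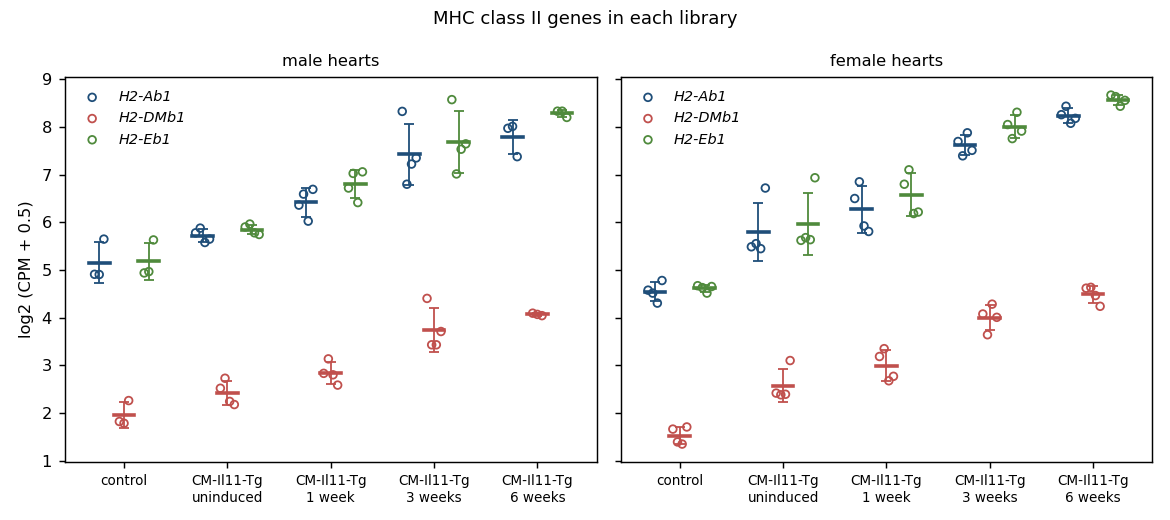
*H2-Ab1*, *H2-DMb1* and *H2-Eb1* in each library on a log2 scale of CPM plus 0.5, by group and sex. Points are libraries, bars are means and error bars are SDs. The means rise from control to 1, 3 and 6 weeks for each gene in both sexes.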

Additional genes were upregulated at later time points, including factors within the complement pathway (*C4a, C4b,* and *C6*), immunoglobulin-related genes (*Igf2, Ighg2c,* and *Jchain*), lymphocyte markers, and chemotactic signaling molecules (*Cd4, Cd3e,* and *Cxcl13*). 

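Of the 9 genes named, 8 were tested in males, since *Cd3e* (ENSMUSG00000032093) is not listed in the male table, and 9 in females. All were higher at 3 and at 6 weeks than at 1 week in both sexes. Between 6 and 1 weeks, 3 of the 8 passed an adjusted p of 0.05 over all genes in males and 5 of the 9 in females. Adjusted over the list alone, 8 and 7 passed. Between 3 and 1 weeks, 0 of the 8 passed in males, where 6 had an unadjusted p under 0.05, and 1 of the 9 in females. Adjusted over the list alone, 6 and 2 passed. *Cxcl13* had the lowest adjusted p between 6 and 1 weeks in both sexes. It was at 15.5 ± 8.43 CPM at 1 week (SD, n = 4), 27.7 ± 1.83 at 3 weeks (SD, n = 4) and 46.2 ± 10.6 at 6 weeks in males (SD, n = 3), and at 11.8 ± 2.91, 45.4 ± 13.9 and 46.4 ± 14.5 in females (SD, n = 4 each). Its log2 fold change between 6 and 1 weeks was 1.68 in males (adjusted p = 0.0238) and 1.9 in females (adjusted p = 5.6e-05).

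The complement genes *C4a* (ENSMUSG00000015451, chromosome 17 from 35028069 to 35042440) and *C4b* (ENSMUSG00000073418, chromosome 17 from 34947354 to 34962912) are near-identical copies, so reads could have been assigned to either. Between 6 and 1 weeks *C4a* rose by 1.07 in males (adjusted p = 0.0453) and 0.91 in females (adjusted p = 0.0169), and *C4b* by 1.07 (adjusted p = 0.0348) and 0.95 (adjusted p = 0.00319). *C6* rose by 1.58 in males (adjusted p = 0.0527) and 1.39 in females (adjusted p = 0.00148). *Cd4* rose by 0.68 in males (adjusted p = 0.276) and 0.95 in females (adjusted p = 0.0315), and *Cd3e* by 0.49 in females (adjusted p = 0.311). For *Ighg2c* the rise was 1.24 in males (adjusted p = 0.0527) and 0.68 in females (adjusted p = 0.579), and for *Jchain* 1.44 (adjusted p = 0.208) and 1.91 (adjusted p = 0.109). *Igf2* (ENSMUSG00000048583), which encodes insulin-like growth factor 2, rose by 1.59 in males (adjusted p = 0.13) and 0.29 in females (adjusted p = 0.691). Between 0 (without replicate 1, 3 or 4, where 6 to 8 had an unadjusted p under 0.05) and 2 of the 8 genes passed in males, and between 2 (without replicate 3 or 4) and 4 of the 9 in females, when each replicate number was left out in turn for 6 against 1 weeks. With camera at the preset correlation, no lymphocyte list passed in both sexes at 6 weeks against control. A list of T cell genes had an adjusted p of 0.119 in males and 0.0107 in females, and a list of B and plasma cell genes 0.0347 and 0.273.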

A smaller cluster of genes was most strongly upregulated at the one-week time point, including chemokines involved in the recruitment and activation of granulocytes and monocytes (*Il6, Tnf, Cxcl1, Cxcl5, Ccl4, and Ccl7*) (Figure 3c).

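*Il6* (ENSMUSG00000025746, chromosome 5 from 30218112 to 30224979) and *Ccl7* (ENSMUSG00000035373, chromosome 11 from 81936532 to 81938351) were higher than control at 1 week. *Il6* was at least 21.2-fold higher in males and at least 6.05-fold higher in females. *Ccl7* had a log2 fold change of 3.57 in males (standard error 0.4, adjusted p = 1.59e-06) and 3.26 in females (standard error 0.38, adjusted p = 1.38e-06). *Cxcl1* rose by 0.58 in males (adjusted p = 0.148) and 0.54 in females (adjusted p = 0.111), and *Ccl4* by 0.75 in males (adjusted p = 0.0244). *Cxcl5* was at least 3.34-fold higher in females. *Tnf* in both sexes, *Cxcl5* in males and *Ccl4* in females were too low to be tested or not listed.

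Set against the later weeks, the 4 genes tested in males were all higher at 1 week. Between 3 and 1 weeks their log2 fold changes ran from -0.91 to -0.65 and 0 of the 4 passed an adjusted p of 0.05 over all genes, while 4 had an unadjusted p under 0.05 and 4 passed adjusted over the list alone. Between 6 and 1 weeks they ran from -0.88 to -0.5, and 0 passed by either adjustment, with 2 at an unadjusted p under 0.05. Across fits that each left out 1 replicate number, from 0 (without replicate 3) to 4 of the male genes had an unadjusted p under 0.05 between 3 and 1 weeks and from 0 (without replicate 3) to 3 between 6 and 1 weeks. In females the changes between 3 and 1 weeks ran from -0.27 to 0.19, 2 of the 4 were higher at 1 week, and 0 had an unadjusted p under 0.05. Between 6 and 1 weeks they ran from -0.78 to -0.01, with 0 of the 4 past an adjusted p of 0.05 over all genes and 2 adjusted over the list alone. The directions of the female *Il6*, *Ccl7* and *Cxcl1* changes turned when 1 replicate number was left out of every group. Between 3 and 1 weeks *Il6* went from 0.19 to -0.09 and *Ccl7* from 0.06 to -0.23 without replicate 2, and *Cxcl1* from -0.22 to 0.07 without replicate 4.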

The KEGG pathway analysis was consistent with the GOBP analysis and included complement activation, phagosome activity, chemokine signaling pathways, and the NF-𝜅B signaling pathway among the most significantly enriched pathways (Figure 3e and Figure S5). 

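The KEGG pathways were not used here. Among the Reactome sets, the complement cascade moved most in both sexes. At 6 weeks its median log2 fold change was 2.19 in males (camera, adjusted p = 5.65e-14) and 2.65 in females (adjusted p = 1.62e-12), over 22 genes in each. At an adjusted p under 0.05, 15 of these genes were higher in males, and 15 were higher and 3 lower in females. The set of chemokines and their receptors had a median of 1.19 over 39 genes in males (adjusted p = 1.46e-09) and 1.14 over 41 genes in females (adjusted p = 6.34e-10). In it 24 genes were higher and 2 lower in males, and 29 were higher and 5 lower in females. Both sets also passed with the correlation between genes estimated from the data (adjusted p = 0.00804 and 0.0291 in males, 0.0118 and 0.0115 in females). No set for the phagosome or for NF-𝜅B was tested.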

Immunohistochemical staining for macrophages and increased *Cd68* expression in RNAseq supports the development of a proinflammatory environment within the myocardium of CM-Il11-Tg mice, with a focus on the inflammatory changes found predominately around the perivascular area (Figure 3f and Figure S6a–c).

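*Cd68* (ENSMUSG00000018774), a gene of macrophages, lies on chromosome 11 of GRCm39 from 69555037 to 69557067. In male hearts it was at 5.67 ± 1.97 CPM in controls (SD, n = 3), 18.7 ± 4.94 at 1 week (SD, n = 4), 18.2 ± 2.42 at 3 weeks (SD, n = 4) and 23 ± 7.95 at 6 weeks (SD, n = 3). In female hearts it was at 5.59 ± 1.34 in controls, 23.7 ± 2.29 at 1 week, 21.4 ± 2.17 at 3 weeks and 22.4 ± 3.4 at 6 weeks (SD, n = 4 each). The log2 fold change at 1, 3 and 6 weeks was 1.65, 1.64 and 1.92 in males and 2.02, 1.87 and 1.93 in females. Every induced library had more *Cd68* than every control library (exact permutation test, two-sided, p = 0.0286 for each comparison except the male one at 6 weeks, where p = 0.1), and these are the smallest p that the numbers of libraries allow. A list of 10 macrophage genes was higher in males (median log2 fold change 1.87, adjusted p = 5.71e-11 from camera) and in females (median 2.29, adjusted p = 7.57e-13) at 6 weeks, with all 10 genes past an adjusted p of 0.05 in each sex. It also passed with the correlation between genes estimated from the data (adjusted p = 0.0421 and 0.0257). A list of neutrophil genes, of which 5 were tested in each sex, had a median of 0.84, 0.83 and 0.86 in males at 1, 3 and 6 weeks (adjusted p = 0.0125, 0.1 and 0.126 from camera) and of 0.95, 0.9 and 1.18 in females (adjusted p = 0.00779, 0.164 and 0.207). It passed in all of these comparisons with fry (adjusted p from 2.18e-05 to 0.0104) and in none with the correlation estimated from the data (adjusted p from 0.204 to 0.492).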

### 2.4. Endothelial-to-Mesenchymal Transition in IL11-Expressing Mice

Beyond fibrosis and inflammation, IL11 has been implicated in epithelial-to-mesenchymal transition (EMT) and endothelial-to-mesenchymal transition (EndMT), which may be of relevance to the strong perivascular phenotype we observed following *Il11* expression (Figure 2d) [6,22]. 

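The EMT Hallmark set was not used here. The Reactome set for extracellular matrix organization had a median log2 fold change at 6 weeks of 0.47 over 204 genes in males (camera, adjusted p = 6.54e-08) and 0.61 over 205 genes in females (adjusted p = 8.91e-12). At an adjusted p under 0.05, 83 of its genes were higher and 25 lower in males, and 116 were higher and 27 lower in females. It did not pass with the correlation between genes estimated from the data (adjusted p = 0.0662 and 0.111). A list of 10 cardiac fibroblast genes had a median of 1.71 in males (adjusted p = 1.71e-08) and 1.73 in females (adjusted p = 1.32e-08), and a list of 7 genes of activated fibroblasts a median of 1.71 (adjusted p = 0.00481) and 2.44 (adjusted p = 0.00033). With the correlation estimated from the data, only the fibroblast list in males still passed (adjusted p = 0.0306), against 0.0876 in females.

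Of the mesenchymal genes drawn higher than control in Figure 3h, *Fn1* (ENSMUSG00000026193, chromosome 1 from 71624673 to 71692419) changed most. It went from 64.8 ± 27 CPM in controls (SD, n = 3) to 481 ± 195 at 1 week (SD, n = 4), 691 ± 131 at 3 weeks (SD, n = 4) and 718 ± 96.5 at 6 weeks (SD, n = 3) in males. In females it went from 51.6 ± 9.33 to 538 ± 171, 632 ± 189 and 1020 ± 495 (SD, n = 4 each). At 6 weeks the log2 fold change of *Snai1* was 2.8 in males and 2.59 in females, that of *S100a4* 1.52 and 1.43, and that of *Vim* 1.2 and 1.29, all with an adjusted p of at most 0.00041. *Twist1* (ENSMUSG00000035799), the gene of the TWIST protein, rose by 0.52 in males (adjusted p = 0.0354) and 1.35 in females (adjusted p = 3.4e-05). The male call was lost without replicate 1 (adjusted p = 0.2), 2 (0.0505) or 3 (0.272) of every group, with only the 2 groups in the fit (0.116), with the gene length correction (0.161) and with the 2 left-out libraries placed by titles and tags (0.413). *Zeb2* rose by 0.48 in males (adjusted p = 0.0607) and 1.02 in females (adjusted p = 3.69e-06), and *Smad3* by 0.14 (adjusted p = 0.577) and 0.81 (adjusted p = 0.00108). In all, 5 of the 7 genes passed at each week in males and 7 of the 7 in females. Adjusted over the list alone, 5, 6 and 6 passed in males at 1, 3 and 6 weeks and 7 of the 7 in females. The authors chose the figure's genes within the same experiment. Between 3 (without replicate 3) and 5 of the male genes passed at 3 weeks when each replicate number was left out in turn.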

The EMT Hallmark geneset was in the top six most-enriched genesets following transgene recombination across all time points in male and female mice (Figure 3d,g and Figure S4). Reciprocal to upregulation of EMT genes and mesenchymal genes in CM-Il11-Tg mice, endothelial markers (*Cdh5, Kdr, Flt1, Tie1,* and *Nos3*) were downregulated (Figure 3h). 

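*Cdh5* (ENSMUSG00000031871), which encodes VE-cadherin, lies on chromosome 8 of GRCm39 from 104828231 to 104871143, and *Kdr* (ENSMUSG00000062960), which encodes VEGF receptor 2, on chromosome 5 from 76093487 to 76139884. In male hearts *Cdh5* was at 262 ± 33 CPM in controls (SD, n = 3), 133 ± 25.7 at 1 week (SD, n = 4), 170 ± 28.7 at 3 weeks (SD, n = 4) and 170 ± 34.8 at 6 weeks (SD, n = 3). In female hearts it was at 221 ± 30.5, 143 ± 9.84, 127 ± 14.5 and 142 ± 30.4 (SD, n = 4 each). *Kdr* was at 190 ± 33.5, 97 ± 9.31, 107 ± 26.5 and 86.8 ± 36.4 in males, and at 154 ± 28.4, 96.2 ± 8.42, 72.6 ± 9.69 and 88.4 ± 20.1 in females (SD, numbers of libraries as for *Cdh5*). At 6 weeks the log2 fold change of *Cdh5* was -0.63 in males (adjusted p = 0.0134) and -0.65 in females (adjusted p = 0.000369), and that of *Kdr* was -1.18 (adjusted p = 0.000915) and -0.8 (adjusted p = 0.00175). In females all 5 endothelial genes were lower at an adjusted p under 0.05 at each week, with log2 fold changes from -1.07 to -0.44. In males 5 passed at 1 week, 3 at 3 weeks and 3 at 6 weeks, and 5, 3 and 4 adjusted over the list alone. *Flt1* (ENSMUSG00000029648) in males changed by -0.42 at 1 week (adjusted p = 0.0155), 0.03 at 3 weeks (adjusted p = 0.912) and -0.22 at 6 weeks (adjusted p = 0.245), and *Nos3* (ENSMUSG00000028978) by -0.55 (adjusted p = 0.00756), -0.32 (adjusted p = 0.141) and -0.41 (adjusted p = 0.0624). *Tie1* (ENSMUSG00000033191) changed by -0.51 in males and -0.81 in females at 6 weeks. Across fits that each left out 1 replicate number, between 3 (without replicate 1, 2 or 3) and 5 of the 5 genes passed in males at 1 week, between 1 (without replicate 3) and 3 at 3 weeks and between 1 (without replicate 1 or 3) and 4 at 6 weeks. In females 3 of the 5 passed at 1 week without replicate 1.

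Other endothelial genes did not all fall. *Vwf* was higher than control at each week, with a log2 fold change at 6 weeks of 1.52 in males (adjusted p = 1.43e-05) and 0.64 in females (adjusted p = 0.00926), and *Pecam1* changed by -0.2 (adjusted p = 0.34) and -0.14 (adjusted p = 0.363). A broad list of 25 endothelial genes had a median of -0.31 in males (camera, adjusted p = 0.0283) and -0.42 in females (adjusted p = 0.000131). At an adjusted p under 0.05, 2 were higher and 7 lower in males, and 2 were higher and 15 lower in females. A list of 7 genes of venous or activated endothelium had a median of 2.36 in males (adjusted p = 2.55e-09) and 2.49 in females (adjusted p = 9.66e-08). With the correlation between genes estimated from the data, the broad list no longer passed (adjusted p = 0.477 and 0.105) and the activated list did (0.0257 and 0.0319). From the rise of mesenchymal genes and the fall of endothelial markers, the paper proposes a program of endothelial-to-mesenchymal transition. It also cites the enriched EMT Hallmark set, TWIST protein on Western blots and the perivascular fibrosis. Its Discussion leaves open that endothelial cells were lost in another way.

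**Figure D3:**
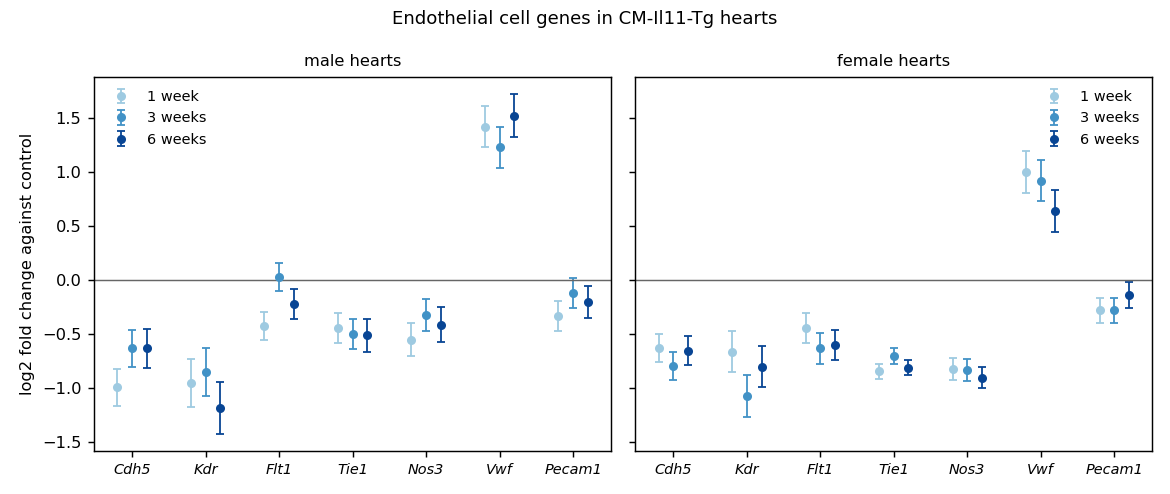
Log2 fold change against control of 7 endothelial genes at 1, 3 and 6 weeks after tamoxifen, by sex, with the standard error from limma as the error bar. *Cdh5*, *Kdr*, *Tie1* and *Nos3* lie below 0 at each week in both sexes, and *Vwf* lies above 0.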

Phosphorylation of STAT3, part of the canonical signaling pathway of IL11, was increased at all time points (Figure 3i,j), and TWIST, a key transcription factor in EndMT and EMT, was upregulated at the protein level at later time points in the CM-Il11-Tg mice (Figure 3i,k).

### 2.5. Impaired Ventricular Function following Cardiomyocyte IL11 Expression

Cardiac function was assessed using transthoracic echocardiography 6 weeks after transgene induction. Left ventricular ejection fraction (LVEF) measures the proportion of blood ejected from the heart during each cardiac contraction. This measure of systolic function was similarly impaired in both male and female CM-Il11-Tg mice compared to tamoxifen-injected controls (Figure 4a,b), suggesting the absence of sexual dimorphism of cardiomyocyte-specific *Il11* expression in heart function. This was accompanied by dilation of the left ventricular cavity, indicating adverse remodeling of the ventricle. Myocardial shortening, a complementary measure of the systolic force-generating capacity of the ventricle, was also reduced when measured using global circumferential strain (Figure 4c,d). Systolic dysfunction was observed within 3 weeks of transgene induction, with differences in diastolic LV size apparent only at the later 6-week time point (Figure S7). 

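*Nppa* (ENSMUSG00000041616, chromosome 4 of GRCm39 from 148085091 to 148086583) and *Nppb* (ENSMUSG00000029019, chromosome 4 from 148069859 to 148071662) encode natriuretic peptides, which stressed cardiomyocytes make. In male hearts *Nppa* was at 36.2 ± 22.7 CPM in controls (SD, n = 3), 503 ± 271 at 1 week (SD, n = 4), 128 ± 61.9 at 3 weeks (SD, n = 4) and 99.5 ± 62.6 at 6 weeks (SD, n = 3). The log2 fold change was 3.83 at 1 week (standard error 0.56, adjusted p = 4.05e-05), 1.89 at 3 weeks (adjusted p = 0.0206) and 1.49 at 6 weeks (adjusted p = 0.0742). The change at 6 weeks passed with the replicate number as a block (adjusted p = 0.0204), with the 2 left-out libraries placed by descriptions (0.0256) and without replicate 1 of every group (0.0429). Over the settings tried, which include placement by titles and tags, its adjusted p ran up to 0.511. The call at 3 weeks was lost without replicate 2 (1.61, adjusted p = 0.0843) or 3 (1.27, adjusted p = 0.312) of every group, with DESeq2 (1.81, adjusted p = 0.0516) and with the 2 left-out libraries placed by titles and tags (1.43, adjusted p = 0.181), and the exact permutation test, two-sided, gave p = 0.0571. In female hearts it was at 56.1 ± 16.6 in controls, 190 ± 72.4 at 1 week, 94.2 ± 38.2 at 3 weeks and 287 ± 356 at 6 weeks (SD, n = 4 each). Its log2 fold change in females was 1.7 at 1 week (standard error 0.59, adjusted p = 0.035), 0.67 at 3 weeks (adjusted p = 0.421) and 1.66 at 6 weeks (adjusted p = 0.0278). In 1 female library at 6 weeks, replicate 2, *Nppa* was at 818 CPM, and without that library the log2 fold change was 0.91 (adjusted p = 0.135). Without replicate 1, 2 or 3 of the 1-week group, the female change at 1 week was 1.54 (adjusted p = 0.0849), 1.63 (adjusted p = 0.0742) and 1.57 (adjusted p = 0.085). The library with the highest *Nppa* also had the most of the atrial genes *Myl4* (383 CPM) and *Myl7* (346).

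*Nppb* was at 98.8 ± 62.4 in male controls (SD, n = 3), 288 ± 243 at 1 week (SD, n = 4), 175 ± 47.5 at 3 weeks (SD, n = 4) and 188 ± 55.3 at 6 weeks (SD, n = 3), and at 77.7 ± 18.5, 271 ± 75.9, 169 ± 44.8 and 184 ± 69.8 in females (SD, n = 4 each). At 1 week its log2 fold change was 1.39 in males (standard error 0.42, adjusted p = 0.0164) and 1.78 in females (standard error 0.37, adjusted p = 0.00116). In males it was 0.95 at 3 weeks (adjusted p = 0.12) and 1.06 at 6 weeks (adjusted p = 0.0911). Both passed with the replicate number as a block (adjusted p = 0.0407 and 0.036) and without replicate 1 of every group (0.00277 and 0.00573). The male change at 6 weeks also passed with the 2 left-out libraries placed by descriptions (0.00888). Over the settings tried, which include placement by titles and tags, the adjusted p ran up to 0.653 and 0.877. In females the log2 fold change of *Nppb* was 1.1 at 3 weeks (adjusted p = 0.0298) and 1.18 at 6 weeks (adjusted p = 0.0157), and 0.98 at 6 weeks without replicate 2 of that group (adjusted p = 0.0625). The female call at 3 weeks was lost without replicate 2 (0.93, adjusted p = 0.162) or 4 (1.01, adjusted p = 0.152) of every group. Single libraries decide the male call at 1 week: without replicate 3 of the controls the log2 fold change was 1.19 (adjusted p = 0.0866), and without replicate 4 it was 1.1 (adjusted p = 0.0913). In the exact permutation test, two-sided, at 1 week, p = 0.0286 for *Nppa* in both sexes and for *Nppb* in females, the smallest that these groups allow, and p = 0.171 for *Nppb* in males.

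**Figure D4:**
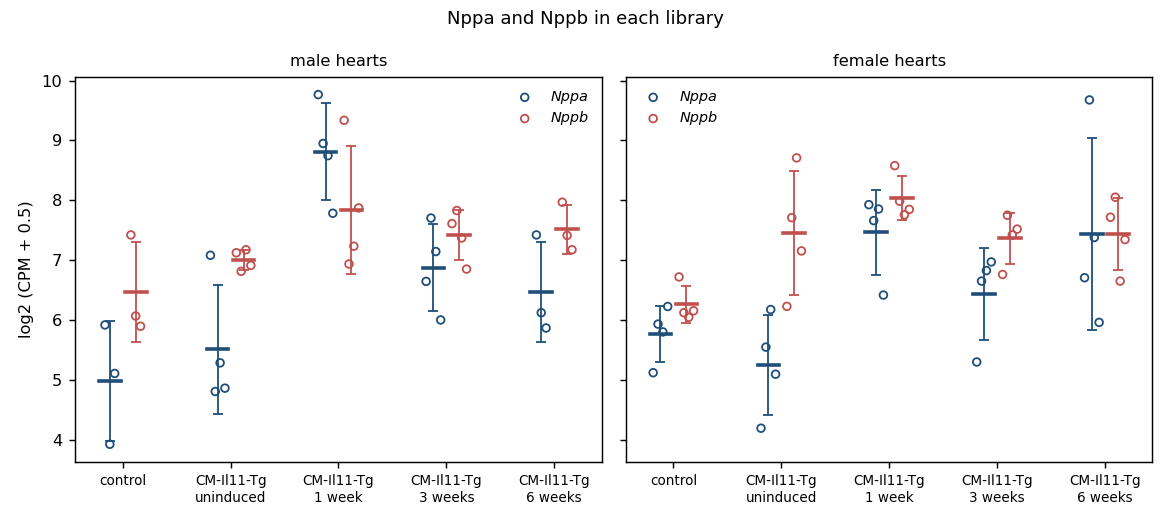
*Nppa* and *Nppb* in each library on a log2 scale of CPM plus 0.5, by group and sex. Points are libraries, bars are means and error bars are SDs. At 1 week every library lies above every control library for *Nppa* in both sexes and for *Nppb* in females.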

In keeping with this early effect on cardiac function, the cardiomyocyte stress markers *Nppb* and *Nppa* were significantly upregulated in the RNA-seq data by the 1-week timepoint in the CM-Il11-Tg mice compared to the WT mice (Figure S7d,e).

## 3. Discussion

Until recently, IL11 was thought to be anti-fibrotic in the heart and other organs and is still thought by many to be anti-inflammatory, although these accepted concepts have been challenged by studies in recent years [2,3,4,5,6,8,9,10,23,24]. Here, we examined the specific effect of IL11 secreted from cardiomyocytes, which were shown to express *Il11* in response to TGFβ stimulation. While TGFβ is viewed as the strongest profibrotic factor, it was striking that cardiomyocyte-restricted *Il11* expression caused robust ventricular fibrosis, whereas similar expression of TGFβ in the same experimental system does not [21]. This difference may reflect the proinflammatory effects of IL11 in a maladaptive loop of fibro-inflammation, whereas TGFβ is anti-inflammatory [25,26,27]. The data may also reflect that the paracrine effects of cardiomyocyte-derived IL11 on neighboring fibroblasts are more pronounced than those of TGFβ, which might be more important as an autocrine factor in fibroblasts.

In our studies, the cardiac inflammation observed following *Il11* induction in mouse cardiomyocytes evolved over time, with an initial cytokine signature and a later footprint of chemokines and complement factors. These effects were profound and reflected, in part, the recruitment of neutrophils, leukocytes, and monocytes, which were apparent in the MAC2 staining. While a review in 2022 [2] speculated that the jury was still out as to whether IL11 was pro- or anti-inflammatory, we believe these data, taken together with other recent publications, strongly support the idea that IL11 is proinflammatory [2,24]. Our data also show that IL11 causes cardiac dysfunction, as has been seen in response to chronic recombinant IL11 injection in mice and IL11 expression in the fibroblast compartment, which further reinforces the negative impact of IL11 on cardiac function [5].

We noted that IL11 expression induced extensive changes within the perivascular region of the myocardium and that this was associated with reduced expression of endothelial markers and upregulation of EndMT genes. Intriguingly, IL11 was found to play a role in EndMT in the pulmonary arteries in the setting of idiopathic pulmonary fibrosis-related pulmonary hypertension [6]. We propose that IL11-driven EndMT directly or indirectly contributes to the perivascular fibrosis demonstrated here and in pulmonary hypertension. Our findings of IL11-associated EMT/EndMT are in line with recent studies of kidney disease, where IL11 causes pathogenic EMT [4].

This study has limitations. It is likely that the tissue levels of IL11 produced following transgene recombination were higher than those seen in the pathology. However, this expression system provides valuable insights into the cardiac biology associated with gene gain-of-function and has been used extensively, including previously to study the effects of TGFβ on cardiac fibrosis, which were minimal. The higher level of expression or more chronic exposure to IL11 in this model may, in part, be responsible for differences in inflammatory response, compared to earlier mouse studies which had concluded an anti-inflammatory role of rhIL11. These studies administered rhIL11 to mice through daily injections and reported reduced pancreatic islet destruction in type 1 diabetes models, reduced synovitis in rheumatoid arthritis models, and reduced colitis in an inflammatory bowel disease model [28,29,30]. The doses of rhIL11 used in these studies were variable; however, in some cases, very large doses of up to 100 mcg per mouse were used, making the possibility of a differential dose effect less likely. The duration of administration of rhIL11 in these studies was between 5 and 10 days of daily injections, which is comparable to the 7-day RNAseq time point in our study, by which point extensive inflammatory transcriptional changes are already present. Another important point to consider is that rhIL11 has unexpected and paradoxical effects compared to rmIL11 when used in mice, and experimental results arising from the use of these different reagents in mouse models should not be directly compared [3].

The endMT changes that we observed did not exclude the possibility that endothelial cell signatures were reduced due to endothelial cell loss from another mechanism, and we did not measure changes in the capillary density in this study; however, the concurrent expression of pro-EMT transcription factors strengthens our interpretation.

We suggest that myocardial stress signals that occur due to ischaemia or pressure overload [1,12] result in the secretion of IL11 from cardiomyocytes, leading to cardiac fibrosis and inflammation. Cardiac fibrosis remains an attractive therapeutic target, but unfortunately, inhibition of TGFβ failed in the clinic due to on-target toxicities, which include inflammation and cardiac impairment [31,32]. IL11 may therefore represent an alternative target, as its effects on cardiac fibrosis appear more profound than TGFβ, and IL11 is also proinflammatory. IL11 has important physiological roles in some aspects of facial and skull bone development and fertility in mice. Female *Il11ra1* knockout animals are infertile, although female humans with loss-of-function in IL11 signaling appear to be fertile [33]. Craniosynostosis is seen in up to 40% of *Il11ra1* knockout mice, which has also been reported in humans with homozygous *IL11RA* loss-of-function mutations [34,35]. Mice with deleted *Il11* have no reported bony abnormalities, and the females are infertile [36]. Mice with selective loss of IL11 signaling due to an R279Q mutation of gp130 have normal cranial sutures and normal bone parameters but show incompletely penetrant snout abnormalities [37]. In adult mice, *Il11* or *Il11ra1* knockout or long-term anti-IL11 antibody experiments do not appear to cause major health issues, indicating a favorable safety profile [38]. This contrasts with genetic or pharmacologic inhibition of TGFβ, which is detrimental [25,26,27,31,32]. To conclude, our data show that IL11 is profibrotic and proinflammatory in the heart, and we propose IL11 as a potential therapeutic target for fibro-inflammatory heart disease.

## 4. Materials and Methods

### 4.1. Animal Studies

The mice were housed in the same room with a 12-h light–dark cycle and provided with food and water ad libitum. Female *Rosa26-Il11* mice on a C57BL/6N background were used as previously described (Cat: 031928) [5], and male MCM on a C57BL6/J background were purchased from Jax (Cat:005657).

Expression of *Il11* was induced in 8-week-old mice that were heterozygous for both MCM and *Rosa26-Il11* transgenes (designated as MCM^Cre/+^:R26R*^Il11^*^/+^; CM-Il11-Tg). Age-matched littermates that were heterozygous for the MCM gene and wild-type for the *Rosa26-Il11* transgene (MCM^Cre/+^:R26^+^^/+^; Controls) were used as control animals to account for the Cre-mediated toxicity phenotypes previously reported in MCM mice [39].

Tamoxifen (Sigma-Aldrich, St. Louis, MO, USA, T5648) was dissolved in ethanol (Fisher Scientific, Waltham, MA, USA, 10437341, 10% *v*/*v*) and corn oil (Sigma-Aldrich, C8267) and administered intraperitoneally for 5 consecutive days at 20 mg/kg from 8 weeks of age and followed-up at the designated time points (1, 3, and 6 weeks post-transgene induction).

### 4.2. Genotyping

The mice were bred in a dedicated breeding facility with ad libitum access to food and water with a controlled 12-h light–dark cycle. Genotype was confirmed using ear-notch DNA samples. The DNA was extracted using a sodium hydroxide digestion buffer, then diluted in 1M Tris-HCl, pH 8. The *Rosa26-Il11* transgene genotype was confirmed using a single PCR reaction, yielding a PCR product at 270 bp in the wild-type or 727 bp in the transgenic mouse. MCM mice were genotyped using two reactions for either the transgenic gene at 295 pb or the wild-type gene at 300 bp, along with an internal positive control. The primers used in these reactions are detailed in Supplementary Table S1.

### 4.3. Cardiomyocyte Extraction

Male wild-type C57BL/6J mice at 12 weeks of age were deeply anaesthetized with ketamine and xylazine before the heart was harvested. The chest was opened, and the heart and aorta were transferred to ice-cold perfusion buffer (113 mM NaCl, 4.7 mM KCl, 0.6 mM KH_2_PO_4_, 0.6 mM Na_2_HPO_4_, 1.2 mM MgSO_4_-7H_2_O, 12 mM NaHCO_3_, 10 mM KHCO_3_, HEPES Na Salt 0.922 mM, Taurine 30 mM, BDM 10 mM, glucose 5.5 mM, pH 7.4). Excess material was dissected away from the heart, and the ascending aorta was cannulated and placed on a retrograde perfusion Langendorff apparatus. The heart was perfused with warmed perfusion buffer for 4 min and then digestion buffer (0.2 mg/mL Liberase TM, 5.5 mM Trypsin, 0.005 U/mL DNase, 12.5 µM CaCl_2_) until fully digested. Subsequently, the heart was minced and gently pipetted until a uniform suspension was formed. The cells were filtered through sterile gauze and resuspended in perfusion buffer. Sequential calcium reintroduction was performed in 3 steps up to 1 mM (62 µM, 212 µM and 1 mM). Cardiomyocytes were plated on laminin and allowed to equilibrate for 2 h in M199 media supplemented with 2 mM L-carnitine, 5 mM creatine, and 5 mM taurine. Blebbistatin (Sigma Aldrich, 203390) was added at 25 µM to prevent cardiomyocyte contraction and extend culture life. The cells were treated with media containing recombinant mouse transforming growth factor-beta 1 (rmTGFβ1) at 5 ng/mL (R&D systems, Minneapolis, MN, USA, 7666-MB) or normal media. The media was removed after 24 h, the cells were washed, and the RNA was harvested using TRIzol reagent (Invitrogen, Carlsbad, CA, USA, 15596026).

### 4.4. Echocardiography

Echocardiographic images were acquired under anesthesia using a Vevo3100 imaging system (Version 5.5.0, Fujifilm Visualsonics Inc., Toronto, ON, Canada). The anesthesia was induced using 4% isoflurane and maintained with 1.5–2% isoflurane. Volumetric measurements were made using VevoLab software (Version 5.5.0, Fujifilm Visualsonics Inc.) from m-mode images in the parasternal long axis view and were averaged across three heartbeats. Strain analysis was performed in a semi-automated manner using VevoStrain function of VevoLab Software (Version 5.5.0, Fujifilm Visualsonics Inc.) software from parasternal short axis images.

### 4.5. qPCR

The heart was dissected from the chest and washed in ice-cold PBS and snap-frozen in liquid nitrogen. Total RNA was extracted using TRIzol (Invitrogen, 15596026) in RNeasy columns (Qiagen, Toronto, ON, Canada, 74106). cDNA was synthesized using Superscript Vilo Mastermix (Invitrogen, Carlsbad, CA, USA, 11755050). Gene expression analysis for *Il11* was performed using a Taqman probe over 40 cycles. The expression of genes involved in fibrosis and extracellular matrix turnover was analyzed in duplicate using a custom TaqMan array microfluidic card. A total of 100 µL of sample cDNA and master mix was added to each well, and the card was centrifuged twice for 1 min at 331× *g* and analyzed in duplicate over 40 cycles. The primers and probes used are detailed in Supplementary Table S2. The expression data were normalized to *Gapdh* mRNA expression, and the fold-change compared to the control samples was calculated using 2^−∆∆Ct^ method.

### 4.6. RNASeq

The RNA quality for RNAseq was assessed using the Agilent 2100 RNA 6000 Nano assay and RNASeq libraries prepared using the NEBNext Ultra II Directional RNA Library Prep Kit with NEBNext Poly(A) mRNA Magnetic Isolation Module following the manufacturer’s instructions.

The library quality was evaluated using the Agilent 2100 High-Sensitivity DNA assay, and the concentrations were measured using the Qubit™ dsDNA HS Assay Kit. The libraries were sequenced using a NextSeq 2000 to generate a minimum of 20 million paired-end 60 bp reads per sample.

The raw reads were aligned to the mouse reference genome GRCm39 (Ensembl release 106) using the STAR [40] software v2.7.10a with default parameters. The aligned reads were assigned to genes to produce a gene-level count matrix using the featureCounts tool [41] as part of the Rsubread package v2.10.4. Differential gene expression analysis was performed using the edgeR software [42] v3.38.1 following the author’s recommended analysis pipeline utilizing a quasi-likelihood negative binomial generalized log-linear model.

Gene set enrichment analysis was carried out on fold-change ranked gene lists from both male and female mice at 1, 3, and 6 weeks post-tamoxifen induction of *Il11* expression. The data was imputed into the GSEA software v4.3.2. (Broad Institute, San Diego, CA, USA and UC, San Diego, CA, USA) with MSigDB Hallmark gene sets [43,44].

KEGG pathway analysis was performed using a combined list of differentially expressed genes across all three time points. The gene lists were imputed into the ShinyGO v0.77 software (South Dakota State University, Brookings, SD, USA) [45], and the top 20 KEGG pathways ranked by enrichment false discovery rate (FDR) values were visualized.

### 4.7. Protein Analysis

Protein extraction was performed using ice-cold Pierce RIPA buffer (ThermoFisher, Waltham, MA, USA, 89901) supplemented with protease inhibitors (Roche, Rotkreuz, Switzerland, 11697498001) and phosphatase inhibitors (Roche, 4906845001). Tissue was lysed using a Tissue Lyser II (Qiagen, Venlo, The Netherlands) with metallic beads for 3 min at 30 Hz. Protein quantification was performed using a Pierce BCA colorimetric protein assay kit (ThermoFisher, 23225). A total of 10µg of protein was loaded per well and run on a 4–12% bis-tris precast SDS page gel (Invitrogen, NP0323BOX). Semi-dry transfer was performed using the TransBlot Turbo transfer system (BioRad, Hercules, CA, USA, 1704150), and the membrane was blocked in 5% BSA (Sigma-Aldrich, A3803). The membrane was incubated overnight at 4 °C with primary antibodies including IL11 (R&D Systems, mab218), phospho-STAT3-Tyr705 (Cell Signalling, Danvers, MA, USA, 9145S), STAT3 (Cell Signalling, 4904S), and TWIST (Abcam, Waltham, MA, USA, ab50887) raised in rabbit. The appropriate secondary HRP-linked antibody was incubated for 1 h at room temperature and developed using Clarity Western ECL blotting substrate (BioRad, 1705061).

Blood samples for circulating IL11 quantification were collected following cervical dislocation and centrifuged at 2000× *g* for 20 min at 4 °C. The serum fraction was then aspirated and frozen. IL11 serum quantification was performed using a mouse IL11 colorimetric sandwich ELISA kit (Abcam, ab214084) as per the manufacturer’s instructions with a 1:4 dilution and compared to the standard curve.

### 4.8. Masson Trichrome Staining

Heart sections were fixed overnight in 10% formalin (Sigma-Aldrich, F5554) and then in ethanol (Fisher Scientific, 10437341, 70% *v*/*v*). The samples were embedded in paraffin, and staining was performed using a Masson’s trichrome kit (Sigma, HT15-1KTKIT) according to the manufacturer’s protocol. Images for analysis were acquired using a Zeiss Axio scan digital slide scanner. The total global collagen was quantified using the color threshold function in the Fiji software (version 2.0.0) to identify fibrotic regions and compared to the whole myocardial area. Perivascular fibrosis was assessed as the degree of fibrosis surrounding the vessels compared to the vessel size. The five largest vessels in each section were analyzed, and an average was taken for each animal.

### 4.9. Immunohistochemistry

Immunohistochemical staining was performed on formalin-fixed, paraffin-embedded samples. The myocardial sections were deparaffinized and permeabilized with methanol, and antigen retrieval was performed using citrate buffer (Abcam, Ab64214, pH-6 at 100 °C). The slides were blocked in DAKO peroxidase blocking solution (Aglient Techniologies, Santa Clara, CA, USA, S2023) and serum-free blocker (Leica Biosystems, Deer Park, IL, USA, RE7102.) The sections were then incubated with primary antibody against MAC2 (Cedarlane, Burlington, ON, Canada, CL8942AP) overnight at 4 °C and secondary anti-rat (Vector, Stuttgart, Germany, BA-4001) for 1 h. The staining was visualized using a NovoLink polymer detection system (Leica Biosystems: RE7112, RE7105, RE7143). The sections were then counterstained with hematoxylin and imaged using a Zeiss Axio scan digital slide scanner. Quantification of immunhistochemical staining was performed using Qupath software 0.2.0 simple thresholder to quantify the percentage of staining in the whole myocardium or an area surrounding the vessels. Perivascular quantification was performed on the 3 largest vessels in each section, and an average was taken for each animal.

### 4.10. Statistical Analysis

All statistical analyses were performed in GraphPad Prism V9.5.0. Normality testing was performed using the Shapiro–Wilk test. Hypothesis testing for single comparisons was done using an unpaired two-way Student’s t test. Comparisons involving male and female mice were performed using a two-way analysis of variance (ANOVA, San Francisco, CA, USA) with Sidak’s multiple comparisons testing. Changes in expression over time were analyzed using a one-way ANOVA, and the changes across genotypes, sex, and time in Supplementary Figure S7 were tested using a 3-way ANOVA. All the graphs display the mean and standard error of the mean unless otherwise stated. The *p*-values in the RNA seq analysis were corrected for multiple testing using the false discovery rate method. A *p*-value and FDR of <0.05 was considered significant.

## Figures and Tables

**Figure 1:**
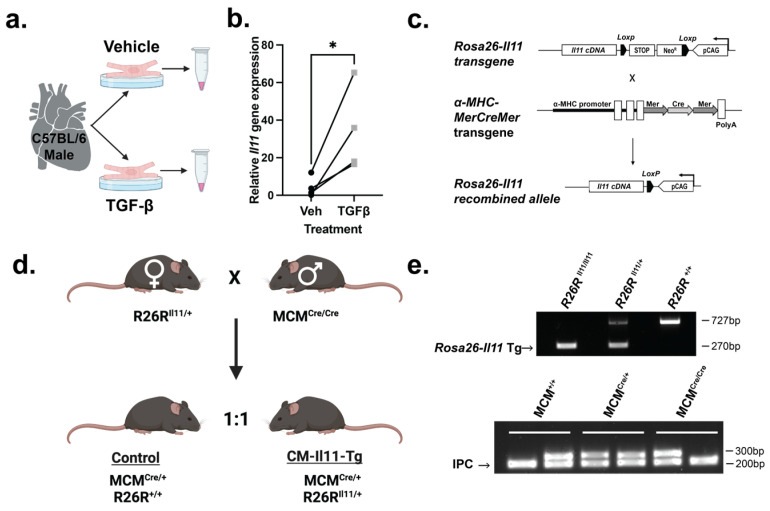
Interleukin 11 (*Il11*) expression in cardiomyocytes and generation of a new *Il11* transgenic mouse. (**a**) Schematic of cardiomyocyte extraction and transforming growth factor β (TGFβ) treatment protocol from wild-type C57BL6/J mice. (**b**) *Il11* mRNA levels using qPCR from cell lysates of isolated cardiomyocyte samples after 24 h in normal media (●) or media supplemented with TGFβ (■). Cardiomyocyte preparations isolated from the same heart with and without TGF-β are connected by lines (n = 4 vs. 4). (**c**) Schematic diagram of the targeted expression of *Il11* in cardiomyocytes. In the *Rosa26-Il11* transgene, a floxed cassette containing both the neomycin (neo) resistance and stop elements is positioned before the murine *Il11* transgene cassette, which undergoes tamoxifen-initiated, Cre-mediated recombination when crossed with the α-MHC-MerCreMer (MCM) mouse (adapted from Lim et al. [19]). (**d**) Breeding scheme used to produce CM-Il11-Tg mice and littermate controls. (**e**) Genotyping gels of ear notch biopsy DNA from control and experimental mice. A 270 bp band indicated the presence of the *Rosa26-Il11* transgene, and the wild-type band appeared at 727 bp (top gel). The MCM band is genotyped using 2 reactions with an internal positive control (IPC). Bands for the wild-type allele or Cre transgene are at 295 bp and 300 bp, respectively. The IPC band appears at 200 bp (bottom gel). Statistics: Two-tailed unpaired t test. Significance denoted as * *p* < 0.05.

**Figure 2:**
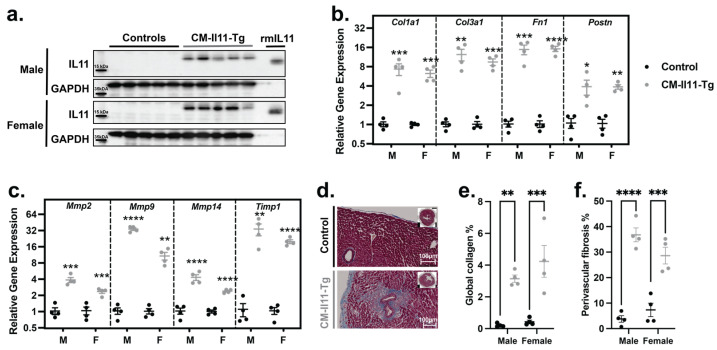
Cardiomyocyte-restricted IL11 expression causes myocardial fibrosis. (**a**) Ventricular expression of IL11 and GAPDH on a Western blot 6 weeks after induction of the transgene in male and female control and CM-Il11-Tg mice (n = 5 vs. 5 mice per sex). QPCR analysis of (**b**) fibrosis and (**c**) extracellular matrix remodeling genes in the ventricular myocardium of male (M) and female (F), control (●) and CM-Il11-Tg (●) mice (n = 4 vs. 4). (**d**) Representative Masson’s trichrome staining of male control and CM-Il11-Tg mice. Quantification of (**e**) global collagen content of myocardium and (**f**) relative perivascular collagen compared to vessel area (n = 4 vs. 4). Statistics: Two-way ANOVA with Sidak’s multiple comparisons test. Significance is denoted as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
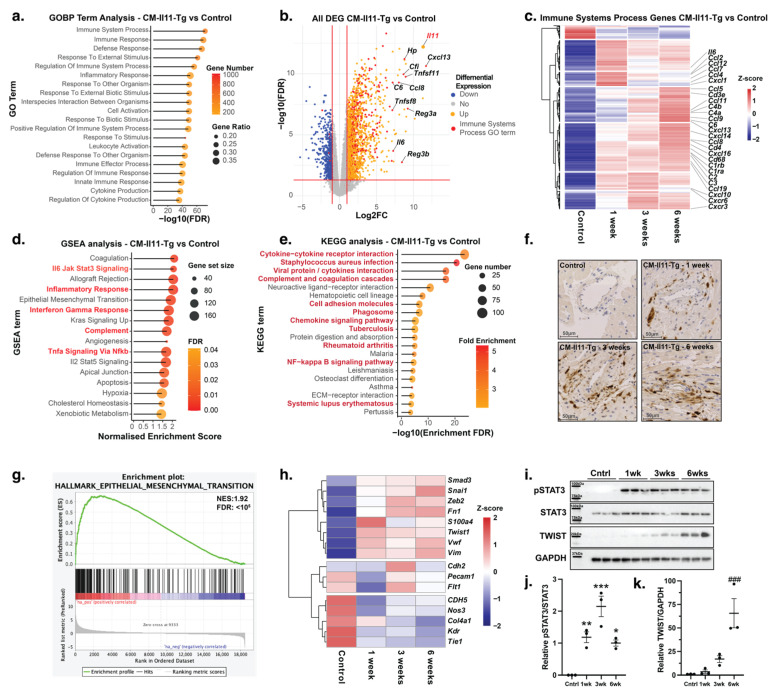
Bulk RNA-seq analysis of the transcriptional effects of IL11 expression in cardiomyocytes. (**a**) GO term analysis of RNAseq experiment from the ventricles of male CM-Il11-Tg mice (n = 4 per group) 6 weeks after transgene induction with tamoxifen compared to control animals. (**b**) Volcano plot of all differentially expressed genes (Up = 1789 genes, Down = 525 genes) in the ventricles from male CM-Il11-Tg mice 6 weeks post-transgene induction compared to control animals. Genes included in the most enriched GOBP term “immune system processes” term are highlighted in red (493/2790 genes), and the top 10 most differentially expressed genes in this GO term are labelled (n = 4 per group). (**c**) Heatmap with hierarchical clustering of z-scores of differentially expressed “immune system process” genes from the ventricular myocardium of male CM-Il11-Tg mice at 1, 3, and 6 weeks after transgene induction compared to control animals. Selected genes involved in leukocyte chemotaxis and the complement system are labelled (n = 4 per group). (**d**) Significantly enriched gene sets from GSEA of 6-week-old male CM-Il11-Tg mice compared to controls using MSigDB Hallmark gene sets (n = 4 per group). (**e**) Top 20 most significantly enriched KEGG terms in the pooled analysis of all differentially expressed genes across 3 time points in male CM-Il11-Tg mice compared to controls (n = 4 per group). KEGG terms involved in the inflammatory response are highlighted in red. (**f**) Immunohistochemical staining of macrophages using MAC2 antibody in the perivascular region of control mice and CM-Il11-Tg male mice 1, 3, and 6 weeks after transgene induction. (**g**) Enrichment plot of epithelial-to-mesenchymal transition (EMT) gene set (M5930) using Broad GSEA software (Version 4.3.2) 6 weeks after induction of the transgene in CM-Il11-Tg mice compared to control mice (n = 4) (NES:1.92, FDR: <0.0001) (**h**) Heatmap of z-scores of genes involved in endothelial-to-mesenchymal transition, including mesenchymal markers, endothelial markers, and related transcription factors at 1, 3, and 6 weeks post-tamoxifen induction compared to control animals. (**i**) Western blot and quantification of phosphorylated STAT3, total STAT3, and TWIST expression in the ventricular myocardium in control mice and CM-Il11-Tg mice 1, 3, and 6 weeks after induction of *Il11* expression (n = 3 per time point). Quantification of (**j**) pSTAT3/STAT3 and (**k**) TWIST/GAPDH Western blots from (**i**) (n = 3 per group) Statistics: One-way ANOVA with Sidak’s multiple comparisons test. Significance denoted as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ### *p* < 0.001 compared to all other groups.

**Figure 4:**
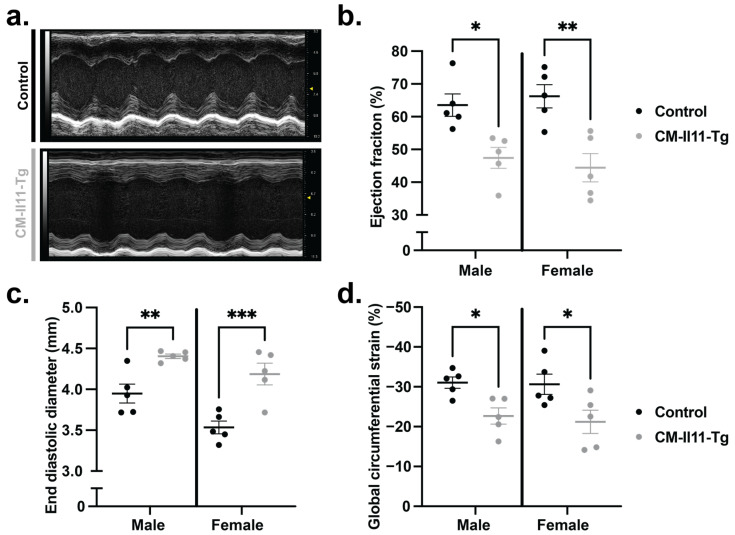
Cardiomyocyte IL11 expression causes left ventricular systolic impairment. (**a**) Representative parasternal long axis (PLAX) m-mode images from male control and CM-Il11-Tg mice 6 weeks after induction of *Il11* expression. (**b**) Quantification of left ventricular ejection fraction from PLAX m-mode images in male and female CM-Il11-Tg mice compared to control animals 6 weeks after transgene induction (n = 5 vs. 5 per sex). (**c**) End diastolic diameter measured from PLAX m-mode images (n = 5 vs. 5 per sex). (**d**) Global circumferential strain measured using Vevostrain speckle tracking software (VevoLab version 5.5.0) from the parasternal short axis images (n = 5 vs. 5 per sex). Statistics: Two-way ANOVA with Sidak’s multiple comparisons test. Significance is denoted as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

All data are provided in the manuscript and supplementary materials. Raw RNAseq data and gene-level counts have been uploaded to the NCBI Gene Expression Omnibus database and will be made available using accession number (GSE236854).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241612989/s1.

How the deposited data were processed for this re-analysis (not part of the article)

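Gene expression was measured by sequencing polyA RNA from the hearts of male and female mice, with 1 library per mouse: control mice, CM-Il11-Tg mice 1, 3 and 6 weeks after tamoxifen, and CM-Il11-Tg mice that received no tamoxifen (uninduced). The paper's text names left ventricular tissue, a legend names ventricles, and the sample labels give heart. The authors aligned the reads to GRCm39 with STAR, counted them on the genes of Ensembl with featureCounts and analysed the counts with edgeR. The signal values that the authors deposited, 1 table for each sex, are in CPM. The columns sum to between 817395 and 1196278, and 100% of the values lie within 0.001 of a whole multiple of 1 step per library. The values therefore hold read counts divided by a factor for each library, and the whole reads behind them were recovered by dividing by that step. The tables list 17646 genes in males and 17223 in females, with 17038 in both, so genes with few reads had already been removed. The paper's text does not name the rule for that. Positions of genes are from the GENCODE annotation of GRCm39, the build the authors used, in another release.

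The condition, sex and replicate number of each library were taken from its labels. In 38 of the 40 libraries the labels all give the same group. In 2 male libraries the title and tags give one group and the description gives another (control and 6 weeks, in opposite order), so neither entered a test, and male controls and male 6-week hearts have 3 libraries each. The 2 tables were scaled separately, so values were compared within a sex only. A difference between the sexes in the change against control was not among the tests. Changes within a sex were set beside those of the other sex as correlations and overlaps. Replicate numbers do not pair the libraries: the mean correlation of residuals between libraries with the same number was 0.013 in males and 0.025 in females. The labels and the paper's text name no sequencing batch.

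Differential expression was tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(CPM + 0.5), with all libraries of 1 sex in 1 fit and no covariates. The test covered genes with a value of at least 0.5 in at least 3 libraries, 16931 in males and 16956 in females. P-values were adjusted by the Benjamini-Hochberg method over these genes, and genes with an adjusted p under 0.05 and a log2 fold change of at least 1 in size were counted. Each week and the uninduced group were compared with control, and the weeks with one another. Single values (*Il11*, *Cd68*, *Nppa* and *Nppb*) were also compared by an exact permutation test, two-sided, of the difference in mean log2 values. With 3 libraries against 3 this exact test cannot go below p = 0.1, and with 4 libraries in a group it cannot go below 0.029. Where every library of the reference group held no more than 3 reads on a gene, the fold change is given as a limit against 3 reads in the control library where that is highest. Such limits cover counting error only. The reads on listed genes ran from 16663513 to 65333832 per male library and from 19147947 to 30929192 per female library. Replicates are separate mice and differed by more than counting noise on average over the genes: the lowest chi-square per gene was 7.04 over the 54 pairs of replicates.

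Lists of marker genes for the cell types of the heart and for genes induced through STAT3 were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation and with the rotation test fry, as a family of 128 tests. The lists cover endothelium (a broad list and one of venous or activated endothelium), cardiomyocytes, atrial cardiomyocytes, fibroblasts, activated fibroblasts, pericytes and smooth muscle, macrophages, neutrophils, T cells, B and plasma cells, lymphoid organs, mesothelium, erythroid cells and adipose tissue. They were written from general knowledge. The MSigDB Hallmark, gene ontology and KEGG sets named in the paper were not used here. In their place 6 Reactome sets that come with fgsea 1.28.0 were tested in the same ways, as a family of 48 tests. Gene names were paired with Entrez identifiers for 15948 of the tested male genes and 15988 of the tested female genes. The genes named in the text are every gene that the paper names in its text or in Figures 3b, 3c and 3h, every gene of the lists, and, for each sex at 6 weeks and for the uninduced group, the 5 genes with the largest rise and the 5 with the largest fall among the differentially expressed genes whose groups do not overlap. The lists of clock genes and of nuclear RNAs were written after the libraries had been compared. Outside this rule, *Mir5125* was named after its values were seen.

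The groups, tests, lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 2, no filter and a filter at a value of 1 in 4 libraries, median-of-ratios scaling, a fit of only the groups compared, the replicate number as a block, both placements of the 2 male libraries, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on recovered reads, no minimum fold change, and leaving out each replicate number in turn. A covariate for nuclear RNA, a correction for gene length and edgeR on recovered reads with the 2 male libraries placed by their descriptions were added after the data were seen. The procedure was tested on simulated data with 200 changed genes in the 6-week group, drawn at the real depths and dispersions. All 200 were recovered in each sex, with 1 false call in males and 0 in females. The changed genes were drawn from those clearly expressed in controls, with log2 fold changes of at least 2 in size. The simulation therefore does not test the recovery of smaller changes or of genes with few reads.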

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

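The tests of tamoxifen, of the DNA around the ROSA26 locus, of nuclear RNA, of atrial tissue in the female hearts at 6 weeks and of *Il11* in 1 uninduced library were chosen only after the results they concern were seen. Single libraries were examined in 104 groups of 4, and in 9 of them 1 library lay far from the other 3 by Dixon's test. Chance alone gives about 5.2 such groups.

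CM-Il11-Tg hearts without tamoxifen, a group that the paper's text does not report on, differed from control hearts. *Il11* was at 19.6 ± 2.89 CPM in uninduced male hearts (SD, n = 4), against 0.0867 ± 0.0769 in controls, and at 26.8 ± 15.1 in uninduced female hearts (SD, n = 4), against 0.0886 ± 0.0799. In males 65 genes were differentially expressed (62 higher and 3 lower) and in females 131 (122 higher and 9 lower). In each sex the real split was the 1 split of 35 that gave as many genes. Of the genes called, 45 were called in both sexes, all in the same direction. The controls received tamoxifen and the uninduced mice did not, but the tables argue against a tamoxifen response in the controls as the main source. Of the 65 male genes, 59 (90.8%) were called in the same direction at 1 week in females, where both groups had received tamoxifen, and so were 116 of 130 female genes (89.2%) at 1 week in males. DNA of another mouse strain around the transgene is also argued against as the main source: within 10 megabases of ROSA26, 0 of the 134 male genes tested were called, with 10 at an unadjusted p under 0.05, and 1 of the 131 female genes, with 17 at an unadjusted p under 0.05. A candidate explanation is *Il11* made without tamoxifen. Of the 1233 genes called at 1 week in females, 87.8% moved in the same direction in uninduced males, against 59.8% of other genes and at most 65.9% in 1000 random sets. Of the 1361 genes called at 1 week in males, 93.2% did so in uninduced females, against 63.9% and at most 70.2%. The *Il11* level was 4.2% of the 1-week level in males and 5.5% in females, and the median ratio of the log2 fold changes was 0.27 and 0.38. Whether the reads come from recombination without tamoxifen or from the transgene without recombination was not tested.

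Replicate 4 of the uninduced female hearts lay above the other 3 in MHC genes and in *Cxcl13*. It had 105 CPM of *H2-Ab1* (43.2 to 46.5 in the others), 8.09 of *H2-DMb1* (4.72 to 4.85), 122 of *H2-Eb1* (48.8 to 50.8) and 0.202 of *Cxcl13* (0.0441 to 0.0569). The MHC genes move together, so these are not separate observations. Without that library the log2 fold change of *H2-Eb1* in uninduced female hearts was 1.03 (adjusted p = 0.00138, in a range from 0.00138 to 0.00255 over the fits that each left out 1 library of the group). More *Il11* in that library is argued against: it had 15.5 CPM of *Il11*, the lowest of the 4, and was the farthest moved of the 4 for 17.3% of the genes called at 1 week in males. Replicate 3 was the farthest for 68%, replicate 1 for 6.83% and replicate 2 for 7.86%. The library also had the least *Xist* of the 4 (43.5 CPM, against 166 to 197), as a library with less nuclear RNA would. Across the other 19 female libraries, each as a deviation from its group mean, the MHC genes and the nuclear RNA level had a Pearson correlation of -0.317 (permutation p = 0.18) and a Spearman correlation of -0.125 (permutation p = 0.61), and -0.12 without the 2 farthest libraries. Less nuclear RNA and a difference between the mice cannot be told apart here, since the relation outside that library is too weak to decide.

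In the female hearts at 6 weeks, replicate 2 had 818 CPM of *Nppa*, and the other 3 had 61.8 to 166. The same library had 346 CPM of *Myl7* and 383 of *Myl4*, genes of atrial cardiomyocytes that were at most 0.527 and 1.51 in the other 3. Without it the log2 fold change of *Nppa* was 0.91 (adjusted p = 0.135, in a range from 0.00659 to 0.135 over the fits that each left out 1 library of the group). Atrial tissue in that sample may account for its *Nppa*. In the female hearts at 1 week, replicate 2 held some of the same genes (52.3 CPM of *Myl7* and 67 of *Myl4*), and without it the log2 fold change of *Nppa* was 1.63 (adjusted p = 0.0742, in a range from 0.0188 to 0.085). That value is close to the one with all libraries, but the test has too few libraries to tell whether atrial tissue adds to the rise. In males the tables argue against atrial tissue, since *Myl4* changed by 0.23 at 1 week while *Nppa* changed by 3.83. In the uninduced male hearts, replicate 1 had 135 CPM of *Nppa*, and the others had 27.5 to 38.5. Its *Myl4* was 0.996 CPM, the lowest of the 4.

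Among the genes examined in this way, other single libraries lay apart in 1 gene each. Replicate 4 of the male hearts at 1 week had 712 CPM of *Il11*, and the others had 351 to 410. Replicate 1 of the female controls had 105 CPM of *Nppb*, and the others had 65.6 to 70.8. Replicate 3 of the female hearts at 6 weeks had 119 CPM of *Kdr*, and the others had 77.9 to 79. No technical or biological explanation was tested for these 3 libraries, and so few flags are within what chance gives. The male library also differed across genes, which that count does not cover. Its chi-square per gene against the other replicates was 157 to 211, against 12.5 to 42.6 among those. Its share of reads on mitochondrial genes was 7.7%, and the others had 17.9 to 19.6%.

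Of the 1093 genes differentially expressed at 6 weeks in both sexes, 1092 moved in the same direction and 1 moved in opposite directions, with every library of each sex on its side. The microRNA gene *Mir5125*, named only after its values were seen, had a log2 fold change of 1.14 in males (adjusted p = 0.0117) and -1.77 in females (adjusted p = 0.0126). The difference between the sexes was not tested. In females 3 of the 4 libraries at 6 weeks had less nuclear RNA, and with the nuclear RNA level of each library in the fit the female change was -0.42 (standard error 0.25, adjusted p = 0.201, in a range from 0.00529 to 0.201 over all settings). Without replicate 3 of every group the female change was -1.62 (adjusted p = 0.0806). The male change was 0.72 without replicate 4 of every group (adjusted p = 0.0585), and 0.74 with the 2 left-out libraries placed by their titles and tags (adjusted p = 0.248). Less nuclear RNA may therefore account for the female fall, while the male rise, which did not pass without replicate 4, has no tested explanation. A difference between the sexes stays open, untested.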

How the results depend on the processing

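The covariate for nuclear RNA, the correction for gene length and edgeR with the 2 male libraries placed by their descriptions were added after the data were seen. Counts of genes are those with an adjusted p under 0.05 and a log2 fold change of at least 1 in size, and a count moved where it changed by more than 1.5 times. Except where a sentence names it, the cause of a change was not tested.

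The counts of differentially expressed genes against control at 1, 3 and 6 weeks stayed within 1.5 times the reported ones with no filter, the stricter filter (a value of at least 1 in at least 4 libraries), median-of-ratios scaling, only the 2 groups in the fit, the replicate block, the libraries placed by their descriptions, a pseudocount of 0.1, the nuclear RNA covariate and the gene length correction. Across the 4 fits that each left out 1 replicate number they ran from 1256 to 1606, 1072 to 1347 and 1342 to 1547 genes in males and from 1114 to 1292, 1296 to 1410 and 1741 to 2216 in females. No filter, the stricter filter and median-of-ratios scaling, whose factors lay between 0.998 and 1.03, changed none of the counts, list counts and single values tested under them by that margin or in direction. The stricter filter removed genes with low values, among them *Reg3b* in males, and gave no value for them. The sentence before therefore does not cover every single gene and comparison under that filter. For 207 single genes and comparisons, 3386 alternative values were computed: 3139 kept their direction and their side of the threshold, 172 no longer passed, 62 passed only under the alternative and 13 reversed. Depth limits the genes whose control libraries hold no more than 3 reads, for which only a limit on the fold change can be given.

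Placing the 2 male libraries by their titles and tags changed most. The *Il11* values of the 2 libraries argue against those labels. The library titled as a control held *Il11* at the level of the induced hearts, and the one titled as a 6-week heart held far less than any induced group. The standard error of the *Il11* change at 6 weeks was 1.85 under this placement and 0.24 under placement by descriptions. This placement probably mixes the control and 6-week groups, so its counts are not an equal alternative. In males, ranges given over the settings tried include it. Why the labels conflict was not tested. The male counts became 671 genes at 1 week, 0 at 3 weeks (3592 at an unadjusted p under 0.05), 0 at 6 weeks (3003) and 1 for uninduced hearts. They became 0 for 3 against 1 weeks (1982) and 0 for 6 against 1 weeks (2248). *Il11* changed by 7.13, 7.03 and 5.19 at 1, 3 and 6 weeks and by 2.65 in uninduced hearts. *Cd68* changed by 1.24, 1.24 and 0.97 and, reversed, by -0.06 in uninduced hearts (0.34 otherwise). *Nppb* changed by 0.18 at 6 weeks. *Smad3* at 6 weeks reversed to -0.01 (0.14 otherwise), and *C4a* and *C4b* between 6 and 1 weeks reversed to -0.34 and -0.46 (1.07 each otherwise). Of the 5 endothelial genes, 3, 0 and 0 passed at 1, 3 and 6 weeks, with 1 and 2 at an unadjusted p under 0.05 at 3 and 6 weeks. Of the 7 mesenchymal genes 2, 0 and 0 passed, with 5 and 4 unadjusted. *Cd68* did not pass at 3 or 6 weeks (0 of 1, with 1 unadjusted). Of *Nppa* and *Nppb*, 1 passed at 1 week and 0 at 3 weeks (1 unadjusted). Between 6 and 1 weeks 0 of the 3 MHC genes (0 unadjusted) and 0 of the 8 later genes (2 unadjusted) passed. Placed by their descriptions instead, the male count for 6 against 1 weeks was 72 genes, 6 of the later genes passed, *Nppa* and *Nppb* both passed at 6 weeks (2), and *Nppa* at 3 weeks changed by 1.8 and reached an exact permutation p under 0.05.

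With a pseudocount of 2 the male counts were 757, 678 and 835 genes at 1, 3 and 6 weeks, 39 for uninduced hearts and 1 for 3 against 1 weeks. The female counts were 707, 791 and 1132, 62 for uninduced hearts, 10 for 3 against 1 weeks and 48 for 6 against 1 weeks. A larger pseudocount shrinks the log2 fold change of low genes by construction. *Il11* in males changed by 8.03 at 6 weeks, 5 of the later genes passed for 6 against 1 weeks in males, and the correlation between the sexes at 3 weeks was 0.914. With a pseudocount of 0.1 the count was 234 for uninduced females, 1 for 3 against 1 weeks and 14 for 6 against 1 weeks in males. *Il11* then changed by 11.61 at 6 weeks in males, and 1 of the later genes passed there for 6 against 1 weeks. Without a minimum fold change, which only removes a criterion, the counts were 5671, 3610 and 4580 in males and 4813, 5305 and 7245 in females at 1, 3 and 6 weeks. They were 101 and 487 for uninduced hearts and 175 for 6 against 1 weeks in females.

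With edgeR on recovered reads the count was 2052 for males at 1 week, 1 for 3 against 1 weeks in males and 243 for uninduced females, and 1 of the later genes passed for 6 against 1 weeks in males. With edgeR and the libraries placed by their descriptions it was 2066 for males at 1 week and 64 for 6 against 1 weeks, 7 of the later genes passed there, and 2 of *Nppa* and *Nppb* passed in males at 6 weeks. With DESeq2 the male counts were 2091 at 1 week, 140 for uninduced hearts, 37 for 3 against 1 weeks and 94 for 6 against 1 weeks. The female counts were 329 for uninduced hearts, 53 for 3 against 1 weeks, 136 for 6 against 1 weeks and 27 for 6 against 3 weeks. Of the later genes 2 passed for 3 against 1 weeks in each sex and 5 for 6 against 1 weeks in males. In males 3 of the MHC genes passed for 3 against 1 weeks, and 0 of *Nppa* and *Nppb* at 3 weeks (1 unadjusted).

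With only the 2 groups compared in the fit, which holds fewer libraries, the count was 76 for uninduced females, 2 for 6 against 3 weeks in females, 0 for 3 against 1 weeks in males (2734 unadjusted) and 3 for 6 against 1 weeks in males. Of the later genes 3 passed in females and 0 in males for 6 against 1 weeks (7 unadjusted), 1 MHC gene passed in males, and 1 of *Nppa* and *Nppb* passed in males at 1 week. With the replicate block the count for 6 against 1 weeks in males was 13, 1 of the later genes passed there, and 2 of *Nppa* and *Nppb* passed in males at 3 weeks and 2 at 6 weeks. With the nuclear RNA covariate 2 of the later genes passed for 3 against 1 weeks in females and 5 for 6 against 1 weeks in males, and 1 of *Nppa* and *Nppb* passed in females at 1 week and 1 at 6 weeks. *Ccl7* between 3 and 1 weeks in females reversed to -0.1 (0.06 otherwise) and *Il6* between 6 and 1 weeks to 0.03 (-0.01 otherwise). The gene length correction reversed *Ccl7* to -0.04.

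With camera at an estimated correlation between genes, the marker lists that passed fell from 8, 8 and 9 to 3, 4 and 4 in males and from 10, 9 and 9 to 4, 4 and 3 in females at 1, 3 and 6 weeks, and from 7 and 6 to 3 and 3 in uninduced hearts. In males the Reactome sets fell from 6 to 2 at 1 and at 6 weeks and from 3 to 1 in uninduced hearts. The direction of cytokine signaling and of interferon gamma signaling in uninduced males differed between camera and fry, with an adjusted p from fry of 0.942 and 0.925. Over genes with a mean value of at least 5 the correlation in females was 0.946 between 1 and 3 weeks and 0.956 between 1 and 6 weeks, and that between the sexes at 3 weeks was 0.933.

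Leaving out 1 replicate number from every group in turn gave 4 fits. The count for uninduced males ran from 28 genes (without replicate 3) to 112 (without replicate 4) and that for uninduced females from 91 (without replicate 3) to 134. In males the count for 3 against 1 weeks ran from 0 (without replicate 1, 3 or 4, with 1733 to 3195 unadjusted) to 1, and that for 6 against 1 weeks from 4 (without replicate 3) to 18. In females these ran from 5 (without replicate 3) to 41 and from 53 (without replicate 4) to 97, and that for 6 against 3 weeks from 0 (without replicate 2 or 3, with 1261 to 1601 unadjusted) to 1. Of the 5 endothelial genes, 3 (without replicate 1, 2 or 3) to 5 passed in males and 3 (without replicate 1) to 5 in females at 1 week. In males 1 (without replicate 3) to 3 passed at 3 weeks and 1 (without replicate 1 or 3) to 4 at 6 weeks. Of the mesenchymal genes 3 (without replicate 3) to 5 passed in males at 3 weeks. Of the later genes 0 (without replicate 1, 3 or 4, with 6 to 8 unadjusted) to 2 passed in males and 2 (without replicate 3 or 4) to 4 in females for 6 against 1 weeks. Of the 3 MHC genes 0 (without replicate 3 or 4, with 3 unadjusted) to 2 passed for 6 against 1 weeks in males and 0 (without replicate 1 or 3, with 3 unadjusted) to 3 for 3 against 1 weeks in females. Of *Nppa* and *Nppb*, from 1 (without replicate 3 or 4) to 2, from 0 (without replicate 2 or 3, with 0 to 1 unadjusted) to 2 and from 0 (without replicate 2, 3 or 4, with 0 to 2 unadjusted) to 2 passed in males at 1, 3 and 6 weeks. In females from 1 (without replicate 1 or 3) to 2, from 0 (without replicate 2 or 4, with 0 unadjusted) to 1 and from 0 (without replicate 2, with 0 unadjusted) to 2 passed.

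In the same 4 fits the correlations between weeks ran from 0.871 to 0.933 (1 and 3 weeks), from 0.838 to 0.933 (1 and 6 weeks) and from 0.888 to 0.959 (3 and 6 weeks) in males, each lowest without replicate 1. In females they ran from 0.906 to 0.93, from 0.909 to 0.945 and from 0.883 to 0.932. Between the sexes they ran from 0.766 to 0.836 at 1 week, from 0.883 to 0.894 at 3 weeks, from 0.721 to 0.88 at 6 weeks and from 0.316 (without replicate 3) to 0.579 in uninduced hearts, where all libraries gave 0.547. Single small changes reversed. In females between 3 and 1 weeks, *Il6* ran from -0.09 (without replicate 2) to 0.45, *Ccl7* from -0.23 (without replicate 2) to 0.32 and *Cxcl1* from -0.44 to 0.07 (without replicate 4). *Il6* in females between 6 and 1 weeks ran from -0.23 to 0.19 (without replicate 1) and was 0.13 without replicate 4. In males at 3 weeks, *Flt1* ran from -0.09 (without replicate 4) to 0.12 and *Pecam1* from -0.18 to 0.01 (without replicate 4).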

Differences from the paper's values

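All settings named here were set before the data were examined, except edgeR with the 2 male libraries placed by their descriptions, the nuclear RNA covariate and the gene length correction, which were chosen after seeing the values.

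For male hearts at 6 weeks the paper's legend of Figure 3b gives 1789 genes higher and 525 lower, with 4 hearts in each group. Here 1181 genes were higher and 258 lower, with 3 hearts in each group. The number of higher genes came within 1.5 times the paper's with a pseudocount of 0.1 (1525), with edgeR on recovered reads (1628), with DESeq2 on recovered reads (1615), without replicate 1 (1202) and without replicate 4 (1273). It also did with edgeR on recovered reads and the 2 male libraries placed by their descriptions (1605), a setting chosen after seeing the values. The number of lower genes came within 1.5 times the paper's with a pseudocount of 0.1 (389), edgeR (396) and DESeq2 (429), and with edgeR and placement by descriptions (428), chosen after seeing the values. The other settings set before the data were examined did not close the gap: a pseudocount of 2, no filter, the stricter filter, median-of-ratios scaling, only the 2 groups in the fit, the replicate block, either placement of the 2 libraries alone, no minimum fold change and leaving out replicate 2 or 3. Leaving out replicate 1 or 4 did not close it for the lower genes.

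The paper's log2 fold change of *Il11* in male hearts at 6 weeks is about 11 in Figure 3b, read by eye, and here it was 9.87 (standard error 0.25). None of the alternatives set before the data were examined closed the gap. The nearest were pseudocount 0.1 (11.61) and without replicate 3 (10.12). It was 12.38 with edgeR and 12.44 with DESeq2, and edgeR with placement by descriptions gave 11.44. For *Hp* the paper's value is about 8.8 in Figure 3b, read by eye, and here it was 7.83 (standard error 0.32). With a pseudocount of 0.1 it was 8.88, and with edgeR and placement by descriptions, chosen after seeing the values, it was 8.86. None of the others closed the gap, among them edgeR (9.41) and DESeq2 (9.38). The edgeR values of *Il11* and *Hp* were set against the standard errors of limma, which are not those of the edgeR fit.

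For 3 genes in Figure 3b the values here are limits that lie under the paper's, since the control libraries held no more than 3 reads each. The limit for *Cxcl13* was 8.67 against about 12 in Figure 3b, and that for *Reg3b* 3.23 against about 8.4 in Figure 3b, on the log2 scale and read by eye. *Il6* was at least 10.4-fold higher, against a log2 fold change of about 7.2 in Figure 3b, read by eye. Fitted values over the same few control reads lay within their standard error of the paper's with DESeq2 for *Cxcl13* (13.1, standard error 1.31), *Reg3b* (7.66, standard error 1.79) and *Il6* (7.82, standard error 1.66). With edgeR *Reg3b* was 8.09, and with edgeR and placement by descriptions, chosen after seeing the values, *Cxcl13* was 12.07. These 2 were set against the standard errors of limma (0.43 and 0.31), which are not those of the edgeR fit. With so few control reads these fitted values are poorly determined and do not show agreement.

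The paper states that the MHC genes were higher at 3 weeks than at 1 week. In males all 3 rose, by 0.89 to 1.01, but 0 of the 3 passed an adjusted p of 0.05 over all genes, while 3 had an unadjusted p under 0.05. DESeq2 on recovered reads called 3 of the 3. The paper states that the complement, immunoglobulin and lymphocyte genes were higher at later time points. In males 0 of the 8 genes tested passed between 3 and 1 weeks, with 6 at an unadjusted p under 0.05, and 2 passed with DESeq2. Between 6 and 1 weeks 3 of the 8 passed, and 5 did with DESeq2, 5 with a pseudocount of 2 and 6 with placement by descriptions. Other settings went the other way: 1 passed with edgeR, 1 with a pseudocount of 0.1 and 1 with the replicate block. With only the 2 groups in the fit and with placement by titles and tags, 0 passed. Of the settings chosen after seeing the values, edgeR with placement by descriptions gave 7 and the nuclear RNA covariate 5. In females 1 of the 9 genes passed between 3 and 1 weeks and 5 between 6 and 1 weeks, and between 3 and 1 weeks 2 passed with DESeq2 and with the nuclear RNA covariate. The paper groups *Igf2* with immunoglobulin genes, and the annotation gives it as insulin-like growth factor 2.

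The paper states that *Il6*, *Tnf*, *Cxcl1*, *Cxcl5*, *Ccl4* and *Ccl7* were highest at 1 week, from the male libraries of Figure 3c. Of the 4 tested in males, all were higher at 1 week than at 3 or 6 weeks, with 0 past an adjusted p of 0.05 over all genes and 4 and 2 at an unadjusted p under 0.05. Of the 4 tested in females, 2 were higher at 1 week than at 3 weeks, and 0 had an unadjusted p under 0.05. All 4 were higher at 1 week than at 6 weeks, with 0 past an adjusted p of 0.05 over all genes and 2 at an unadjusted p under 0.05.

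The paper states that the 5 endothelial markers were lower, and Figure 3h also draws *Flt1* above control at 3 weeks. In males *Flt1* changed by 0.03 at 3 weeks and -0.22 at 6 weeks, with an adjusted p of 0.912 and 0.245. *Nos3* changed by -0.32 and -0.41 in males, with an adjusted p of 0.141 and 0.0624. At 6 weeks *Nos3* passed with DESeq2 (adjusted p = 0.0473), placement by descriptions (0.0252) and without replicate 4 (0.0362), and of the settings chosen after seeing the values with edgeR and placement by descriptions (0.0293) and the gene length correction (0.00539). With that correction *Nos3* also passed at 3 weeks (adjusted p = 0.0198). The adjusted p of *Nos3* ran up to 0.482 at 6 weeks and 0.366 at 3 weeks over the settings tried. Figure 3h draws *Zeb2* and *Smad3* higher in CM-Il11-Tg hearts. In males at 6 weeks *Zeb2* rose by 0.48 (adjusted p = 0.0607) and *Smad3* by 0.14 (adjusted p = 0.577). *Zeb2* passed with placement by descriptions (adjusted p = 0.0071) and without replicate 4 (0.0173), and of the settings chosen after seeing the values with edgeR and placement by descriptions (0.0103) and the gene length correction (0.00559), in a range up to 0.869 over the settings tried.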

Other observations

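The tests of nuclear RNA, of *Igf2* in 1 library, of time of day and of the *Myh6* promoter were chosen only after the results they concern were seen.

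For the genes differentially expressed in CM-Il11-Tg hearts against control, other splits of the same libraries were counted. The real split was the 1 split of 35 that gave as many genes for males at 1 week and at 3 weeks and for females at 1, 3 and 6 weeks. For males at 6 weeks it was 1 of 10, a share that 3 libraries against 3 cannot lower. Between weeks, as many genes came from 4 of 35 splits for 3 against 1 weeks in males, from 2 of 35 for 6 against 1 weeks in each sex and from 1 of 35 for 3 against 1 weeks in females. For 6 against 3 weeks, where 0 genes were called, all 35 splits gave as many, with 1072 genes at an unadjusted p under 0.05 in males and 2572 in females. The counts of 3 against 1 weeks in males and of 6 against 1 weeks in both sexes are therefore within what other splits give.

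Whether a few genes taking a larger share of the reads adds to the 6-week changes stays open. Under median-of-ratios scaling 98.3% of the male calls and 98.7% of the female calls were made again, but its factors ran only from 1 to 1.03 in males and from 0.998 to 1.02 in females, so it moves almost nothing and decides nothing. The deposited values had been scaled beyond the size of the library, with sums from 817395 to 1196278 per library. Gene length bias is argued against as the whole source of the 6-week changes: with each library's trend with gene length removed, 83.2% of the male calls and 91.7% of the female calls were made again. The share of reads on mitochondrial genes was 27.6 ± 1.4% in male controls (SD, n = 3), 16.1 ± 5.7% at 1 week (SD, n = 4), 21.3 ± 2.4% at 3 weeks (SD, n = 4), 22.4 ± 4.1% at 6 weeks (SD, n = 3) and 21.6 ± 3% in uninduced males (SD, n = 4). At 1 week 1 male library was at 7.7% and the others from 17.9 to 19.6%. In females it was 30 ± 1.3% in controls, 22.7 ± 1.9%, 22.1 ± 2% and 19.7 ± 3% at 1, 3 and 6 weeks and 26 ± 1.5% in uninduced hearts (SD, n = 4 each).

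At 6 weeks 652 genes were lower in female CM-Il11-Tg hearts, and 265 were lower at 3 weeks. Of the 4 female libraries at 6 weeks, 3 had less nuclear RNA. With the nuclear RNA level of each library in the fit, 411 genes were lower at 6 weeks and 269 at 3 weeks, so less nuclear RNA is argued against as the whole source of the difference and may account for part of it.

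The fall of endothelial genes at 6 weeks was tested against dilution by RNA from other cells, which would lower all of them alike. Relative to the mean of the broad list of 25 endothelial genes, 5 moved in males (3 higher and 2 lower) and 14 in females (6 higher and 8 lower) at an adjusted p under 0.05. In both sexes *Cd34* and *Ecscr* lay above the mean, by 0.85 and 1.2 in males and 1.1 and 1.31 in females, and *Cdh5* lay below it, by -0.4 and -0.24. Dilution is argued against as the whole source. A change within endothelial cells, a change in the mix of endothelial cells and expression of *Cd34* by other cells stay open.

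Immunoglobulin genes rose in CM-Il11-Tg hearts, and *Ccl21a*, a gene of lymph node stroma and lymphatic vessels, rose at each week, by 2.4, 2.11 and 2.09 in males and 1.3, 1.57 and 1.46 in females. Lymph node or thymus tissue in the samples would also bring genes of B cell surface proteins. Their median log2 fold change at 6 weeks was 0.11 in males (3 genes, from -0.09 to 0.88, 1 past an adjusted p of 0.05) and -0.26 in females (4 genes, from -0.4 to 0.81, 1 past). These genes are few and go both ways, so lymphoid tissue and plasma cells within the heart cannot be told apart. Replicate 3 of the female hearts at 3 weeks held 7.13 CPM of *Cd79a*, 2.9 of *Ms4a1*, 10.9 of *Ighg2c*, 36.1 of *Igkc* and 54.1 of *Ighm*. Without it the log2 fold change of *Jchain* at 3 weeks was 1.07 (adjusted p = 0.0936, in a range from 0.0066 to 0.0936 over the fits that each left out 1 library of the group).

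*Igf2* in male hearts at 6 weeks was at 3.98, 1.66 and 12.1 CPM in replicates 1, 3 and 4, and its log2 fold change against control was 1.37 (adjusted p = 0.0236, in a range from 0.000451 to 0.3 over the settings tried). Without replicate 4 of that group it was 0.7 (adjusted p = 0.157). Blood or liver RNA in that library and a difference between the mice are candidate explanations. Leaving out the library with the most *Igf2* lowers the change whatever the cause, so it tests neither.

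Genes of the circadian clock differed between libraries of the same group. The mean of *Arntl*, *Npas2*, *Clock* and *Nfil3* and the mean of *Per2*, *Per3*, *Dbp*, *Tef*, *Hlf*, *Nr1d1*, *Nr1d2* and *Ciart*, which peak at opposite times of day, were each taken as deviations from the group mean. Their Pearson correlation was -0.959 across the 18 male libraries and -0.965 across the 20 female libraries (permutation p = 1e-05 in each, adjusted p = 1e-05, the smallest that 100000 permutations can give). The Spearman correlations were -0.959 and -0.961 (permutation p = 1e-05), and without the 2 farthest libraries the Pearson correlations were -0.942 and -0.944. Collection at different times of day may account for this. It is a spread within groups and was not tested as a difference between them.

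*Esr1*, whose reads include those of the MerCreMer transgene, was at 2810 ± 521 CPM in male controls (SD, n = 3), 1240 ± 431 at 1 week (SD, n = 4), 1330 ± 403 at 3 weeks (SD, n = 4) and 1410 ± 1000 at 6 weeks (SD, n = 3). In females it was at 3220 ± 295, 1350 ± 273, 1630 ± 323 and 712 ± 321 (SD, n = 4 each). Less transcription from the *Myh6* promoter, which drives the transgene, would lower *Myh6* alike. Relative to *Myh6*, *Esr1* changed by -1.21 over the 12 induced female libraries against control (permutation test, two-sided, p = 0.0033), and by -0.89, -0.96 and -1.79 at 1, 3 and 6 weeks (p = 0.114, 0.0286 and 0.0286), which argues against the promoter as the whole source in females. In males it changed by -0.58, -0.63 and -0.35 at 1, 3 and 6 weeks (permutation p = 0.0571, 0.0286 and 0.8) and by -0.53 over all 11 libraries (permutation p = 0.217). At 3 weeks that is the smallest p that 4 libraries against 3 allow, but the weeks together do not pass, so the promoter stays open in males. In uninduced hearts, relative to *Myh6*, the change was -0.04 in males (permutation p = 0.771) and -1.03 in females (permutation p = 0.0571). Uninduced hearts had 2590 ± 344 CPM in males and 1880 ± 964 in females (SD, n = 4 each).

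The paper measures several extracellular matrix genes by quantitative PCR, and in the sequenced libraries at 6 weeks all were higher than control in both sexes. The log2 fold changes in males and females were 2.99 and 3.25 for *Col1a1*, 3.72 and 4.08 for *Col3a1*, 1.71 and 2.44 for *Postn*, 1.89 and 1.9 for *Mmp2*, 4.81 and 4.68 for *Mmp9*, 1.94 and 2.36 for *Mmp14*, 4.55 and 4.99 for *Timp1* and 3.53 and 4.2 for *Fn1*. The male *Postn* change did not pass without replicate 1 (1.53, adjusted p = 0.103) or 3 (1.19, adjusted p = 0.208) of every group.

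The other marker lists were tested with camera at 6 weeks. Cardiomyocyte genes had a median log2 fold change of -0.36 in males (adjusted p = 0.011) and -0.46 in females (adjusted p = 0.00532), and mesothelial genes of 1.49 (adjusted p = 0.191) and 2.67 (adjusted p = 0.0124). For genes of pericytes and smooth muscle the medians were -0.42 (adjusted p = 0.0358) and -0.14 (adjusted p = 0.226), and for atrial genes -0.39 over 3 genes (adjusted p = 0.0803) and 0.81 over 4 genes (adjusted p = 0.891). Genes of lymphoid organs had medians of 0.49 (adjusted p = 0.469) and 0.42 (adjusted p = 0.332), or 0.93 and 0.63 with genes at or under 3 reads in the controls taken at their limit. Erythroid genes had medians of 0.41 (adjusted p = 0.712) and -0.13 (adjusted p = 0.803), and adipose genes of 0.07 (adjusted p = 0.92) and 0.49 (adjusted p = 0.705).

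In uninduced hearts, 7 of the marker lists passed with camera in males and 6 in females, and 3 and 6 of the Reactome sets did. The STAT3 list had a median log2 fold change of 0.96 in males (adjusted p = 1.5e-11) and 1.24 in females (adjusted p = 2.33e-11), or 1.03 and 1.5 with such genes at their limit. The complement cascade had a median of 0.67 (adjusted p = 3.72e-17) and 0.87 (adjusted p = 2.14e-17), and the macrophage list of 0.5 (adjusted p = 2.07e-06) and 0.89 (adjusted p = 1.75e-15). *Cd68* was at 7.1 ± 0.876 CPM in uninduced males (exact permutation p = 0.257) and 10.7 ± 1.58 in uninduced females (exact permutation p = 0.0286, the smallest possible; SD, n = 4 each). The log2 fold changes in males and females were 2.01 and 2.05 for *Socs3* and 3.2 and 2.09 for *Hp*. The largest fitted rises in males were those of *Il11* (5.09), *Serpina3n* (4.78), *C4b* (4.33), *C4a* (3.44) and *Pacsin1* (3.34), and those in females were *Il11* (at least 161-fold), *Serpina3n* (5.42), *C4b* (4.11), *Pacsin1* (3.65) and *Mmp3* (3.59). The male *Il11* value is shrunk by the added 0.5 and cannot be set against the female limit. The genes called lower in males were *Angptl7* (-1.19), *Plekhh1* (-1.1) and *Whrn* (-1.06), and the largest falls in females were those of *Nmb* (-1.46), *Gm19277* (-1.43), *D630003M21Rik* (-1.27), *A1cf* (-1.23) and *Necab1* (-1.2). *Mylk4* was at 100 ± 21.1 CPM in males and 98.9 ± 63.9 in females (SD, n = 4 each). *C4a* and *C4b* are near-identical, so reads could not be assigned to 1 of them with certainty.

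The 2 male libraries that were left out are reported as single values. In *Il11*, *Cd68*, *Cxcl13* and *Mylk4* each lies nearer the mean of the group its description gives, which argues against the titles and tags. The library titled as a 6-week CM-Il11-Tg heart and described as a control had 0.597 CPM of *Il11*, 4.5 of *Cd68*, 0.0398 of *Cxcl13*, 32 of *H2-Ab1*, 0.677 of *Hp*, 201 of *Mylk4*, 39.9 of *Nppa* and 62.4 of *Nppb*. The library titled as a control and described as a 6-week CM-Il11-Tg heart had 511 CPM of *Il11*, 17.7 of *Cd68*, 54.3 of *Cxcl13*, 169 of *H2-Ab1*, 108 of *Hp*, 15.3 of *Mylk4*, 114 of *Nppa* and 342 of *Nppb*.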
